# Changing and stable chromatin accessibility supports transcriptional overhaul during neural stem cell activation and is altered with age

**DOI:** 10.1111/acel.13499

**Published:** 2021-10-23

**Authors:** Sun Y. Maybury‐Lewis, Abigail K. Brown, Mitchell Yeary, Anna Sloutskin, Shleshma Dhakal, Tamar Juven‐Gershon, Ashley E. Webb

**Keywords:** aging, chromatin accessibility, neural stem cells, stem cell activation

## Abstract

Neural stem cells (NSCs) in the adult and aged brain are largely quiescent, and require transcriptional reprogramming to re‐enter the cell cycle. However, the mechanisms underlying these changes and how they are altered with age remain undefined. Here, we identify the chromatin accessibility differences between primary neural stem/progenitor cells in quiescent and activated states. These distinct cellular states exhibit shared and unique chromatin profiles, both associated with gene regulation. Accessible chromatin states specific to activation or quiescence are active enhancers bound by key pro‐neurogenic and quiescence factors. In contrast, shared sites are enriched for core promoter elements associated with translation and metabolism. Unexpectedly, through integrated analysis, we find that many sites that become accessible during NSC activation are linked to gene repression and associated with pro‐quiescence factors, revealing a novel mechanism that may preserve quiescence re‐entry. Furthermore, we report that in aged NSCs, chromatin regions associated with metabolic and transcriptional functions bound by key pro‐quiescence transcription factors lose accessibility, suggesting a novel mechanism of age‐associated NSC dysfunction. Together, our findings reveal how accessible chromatin states regulate the transcriptional switch between NSC quiescence and activation, and how this switch is affected with age.

## 1 INTRODUCTION

Neural stem cells (NSCs) are the source of new neurons, astrocytes, and oligodendrocytes in the adult mammalian brain. Studies in rodents show that adult‐born neurons contribute to learning and memory, sensory functions, and mood regulation (Bond et al., 2015). NSCs are located in distinct niches in the subventricular zone (SVZ) of the lateral ventricle and the dentate gyrus of the hippocampus that provide molecular cues for cell proliferation and differentiation. Similar to rodents and non‐human primates, NSCs undergo postnatal neurogenesis in humans, but the exact age at which neurogenesis declines remains controversial (Boldrini et al., 2018; Ernst et al., 2014; Kempermann et al., 2018; Moreno‐Jimenez et al., 2019; Sorrells et al., 2018).

*In vivo*, the majority of NSCs reside in a state of quiescence (Codega et al., 2014). Quiescent NSCs (qNSCs) have exited the cell cycle but can be prompted by intrinsic or extrinsic cues to activate (aNSCs) and proliferate, before returning to quiescence or differentiating into neurons or glia. NSC activation is the first critical step in adult neurogenesis, and can be enhanced in response to damage (e.g., stroke) or environmental stimuli such as parabiosis (Parent et al., 2002; Villeda et al., 2011; Zhang et al., 2014). Evidence shows that decreased neurogenesis with age occurs due to reduced NSC activation, senescence of the NSC niche, and exhaustion of the qNSC pool (Daynac et al., 2016; Encinas et al., 2011; Enwere et al., 2004; Luo et al., 2006). However, the precise mechanisms that prompt qNSCs to re‐enter the cell cycle in the healthy mammalian brain are mostly unknown.

Recent studies have reported that qNSCs and aNSCs employ cell type‐specific mechanisms to support their functionality, including distinct metabolic states and differences in proteostasis (Beckervordersandforth et al., 2017; Knobloch et al., 2017; Leeman et al., 2018; Morrow et al., 2020). Transcriptional profiling of qNSCs and aNSCs revealed both shared and distinct signatures, indicating that during NSC activation, a transcriptional overhaul occurs at a subset of genes involved in cell proliferation, lipid metabolism, and proteostasis (Codega et al., 2014; Dulken et al., 2017; Leeman et al., 2018; Morizur et al., 2018). Similar changes have been observed using *in vitro* models of NSC quiescence and activation (Marqués‐Torrejón et al., 2021; Martynoga et al., 2013), which provide an opportunity for more in‐depth mechanistic studies. These findings raise the question of how distinct transcriptional states are established across the NSC lineage, and how specific transcriptional changes are regulated at the chromatin level to drive neurogenesis.

Here, we used the assay for chromatin accessibility (ATAC‐seq) to map genomic chromatin states in quiescent and activated NSCs with age. We observe a strong association between chromatin accessibility, gene expression, and binding of key transcriptional regulators. Interestingly, we observe that in quiescent, but not activated NSPCs, accessibility is reduced with age at genes supporting proliferation and metabolic functions, suggesting a chromatin‐level mechanism for decreased neurogenesis in the aged brain.

## 2 RESULTS

### 2.1 Quiescent and activated NSPCs harbor shared and distinct chromatin profiles

To investigate how transcriptional changes underlying NSC activation are associated with chromatin accessibility, we performed ATAC‐seq (Buenrostro et al., 2013) on quiescent and activated primary mouse neural stem and progenitor cells (NSPCs; primary NSCs in culture contain a mixture of stem and progenitor cells (Pastrana et al., 2011)). We isolated NSPCs from young and old mouse brains and collected nuclei from early passage cells cultured in activated/growth conditions or quiescent conditions, as previously established (Leeman et al., 2018; Martynoga et al., 2013; Mira et al., 2010). Activated NSPCs were maintained in proliferation media containing EGF and FGF2, whereas quiescent NSPCs were cultured in BMP4 (Bone Morphogenetic Protein 4) and FGF2, which induces a rapid, reversible quiescent state in NSPCs (Marqués‐Torrejón et al., 2021; Martynoga et al., 2013; Mira et al., 2010). Cell cycle status under the two conditions was confirmed using a two‐hour EdU (5‐ethynyl‐2’‐deoxyuridine) incorporation assay (*p* < 0.001, Student's t‐test) (Figure 1a and S1A‐B). To demonstrate that quiescent NSPCs retain the potential for cell cycle re‐entry, we reactivated the BMP4‐treated cells by removing BMP4 and adding back EGF (Figure S1A,B). Consistent with previous research suggesting that aged NSCs show reduced activation (Leeman et al., 2018) we found that NSPCs from old brains showed a decreased proliferation rate in activated and reactivated states compared to young cells (Figure S1A). Lastly, we confirmed that NSPCs isolated from both young and old brains expressed the stem cell marker SOX2 regardless of their cell cycle status, and higher levels of NESTIN in actively dividing NSPCs, consistent with previous findings in the SVZ (Figure S1B, Codega et al., 2014).

**FIGURE 1:**
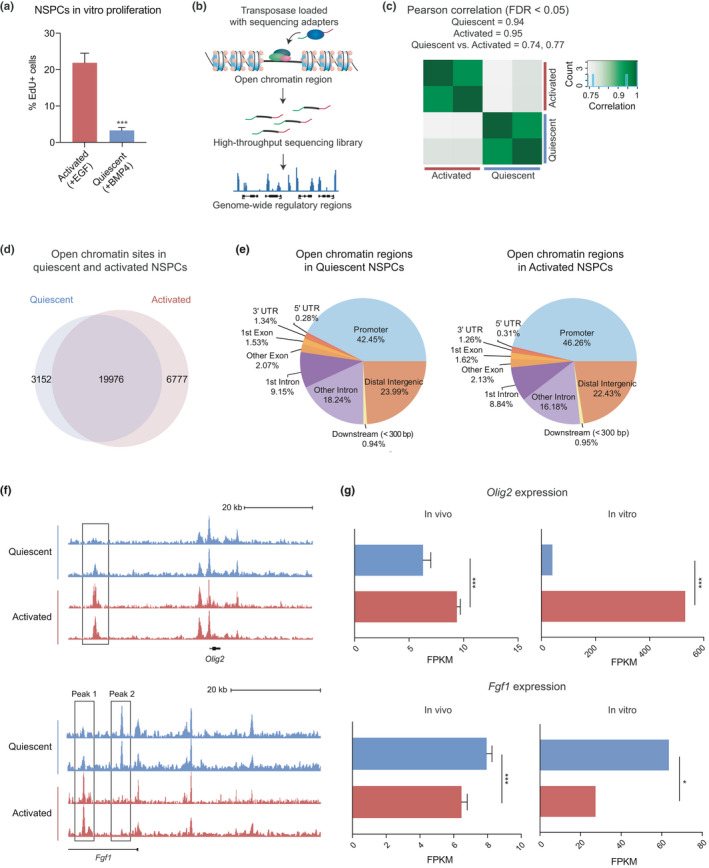
Quiescent and activated NSPCs have shared and differentially accessible chromatin regions. (a) EdU incorporation assay of activated and quiescent NSPCs (*n* = 3, ***p < 0.001, Student's t‐test, mean ±SD). (b) Schematic of the ATAC‐seq method. (c) Pearson correlation coefficient r between ATAC‐seq biological replicates (0.94 in quiescent, 0.95 in activated). (d) Shared and unique accessible chromatin sites in quiescent and activated NSPCs (FDR <0.05). (e) Genomic distribution of all open chromatin in quiescent and activated NSPCs. (f) UCSC genome browser shots of ATAC‐seq tracks at the *Olig2* (top) and *Fgf1* loci (bottom). (g) Differential expression of *Olig2* and *Fgf1* in quiescent and activated NSCs *in vivo*, and in NS5 cells *in vitro* (***FDR <0.001, *FDR <0.05)

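NSPCs were isolated from mice at postnatal day 5 and kept in the activated state with 20 ng/ml each of FGF2 and EGF. Quiescence was induced without EGF by 25 ng/ml of BMP4, a bone morphogenetic protein that takes neural stem cells out of the cell cycle. The methods give 72 h in this medium before ATAC-seq, whereas the sample labels give 4 days. For the reactivated state, cells spent 4 days with BMP4 and then 9 to 12 days in activating medium without it. In ATAC-seq, the Tn5 transposase inserts sequencing adapters into open chromatin, so that reads pile up where the DNA is accessible. There were 2 libraries for each of the 3 states. The authors aligned the reads to mm10, removed duplicates and called peaks in each library on its own with MACS at an FDR of 0.05. Each list gives the position of a peak, its summit, its fold enrichment over the background of the same library, and its −log10 p and −log10 q. Read counts at sites were not analysed here, so libraries were compared by the positions of their peaks. Fold enrichment was not scaled between libraries, so the strength of a peak is given beside its percentile within its own list. The paper's Table S1 gives 41181016 and 75332352 read pairs for the quiescent libraries and 40764888 and 37475978 for the activated libraries. It gives 40488033 and 40636241 for the reactivated libraries after a reduction from 71032679 and 60648499. The fold enrichment and p of the peaks imply a genome-wide background pileup of 6.61 and 12.1 in quiescent, 6.54 and 6.01 in activated, and 6.50 and 6.52 in reactivated replicates 1 and 2. The lowest pileup called as a peak was 25 in quiescent replicate 2, the deepest library, and 16 or 17 in the other 5 libraries. Intervals given for shares of sites are exact binomial (Clopper-Pearson) 95% intervals over sites, which cover counting error only and not the spread between cultures.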

Using this quiescence model system, we generated ATAC‐seq libraries in quiescent and activated NSPCs to map the genomic changes in chromatin accessibility in the two cellular states (Figure 1b). 

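The peak lists held 55027 and 60881 peaks for quiescent replicates 1 and 2, and 58618 and 47323 for activated replicates 1 and 2. Many peaks were given as abutting subpeaks. With the subpeaks of a peak counted once, on every chromosome and contig, the lists held 44365 and 49116 quiescent and 45551 and 37841 activated peaks. The median width of a peak was 249 bp in both quiescent lists, and 262 and 260 bp in the activated lists. On autosomes, X and Y, the peaks together covered 15.2 and 16.8 Mb in quiescent NSPCs and 16.9 and 13.5 Mb in activated NSPCs. Peaks on autosomes, X and Y were used from here on, which left out between 0.496% and 0.864% of the peaks of these 4 lists. When peaks of the 4 lists that overlapped or abutted were merged, 69919 sites resulted. Of these, 23421 had a peak in 1 library only, and 46498 in 2 or more.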

Initial analysis revealed that quiescent and activated NSPCs have over 43,000 accessible chromatin sites (Table S1). We found that ATAC‐seq signals between two biological replicates in each condition were highly correlated (r = 0.94 in quiescent and 0.95 in activated, Pearson correlation coefficient) (Figure 1c). 

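The similarity of peak lists was measured by the Jaccard index, the number of bases covered in both lists divided by the number covered in either. The index was 0.593 between the quiescent replicates and 0.609 between the activated replicates. For the 4 pairs of a quiescent and an activated library it was 0.478 ± 0.0110 (SD), with a range from 0.468 to 0.493. Replicates were thus more similar than libraries of different states by 0.123 on average. No other way of pairing the 4 libraries gave as large a difference (exact permutation test, one-sided p = 0.333, the smallest p that 3 pairings allow). Across pairs of overlapping peaks, the Pearson r of log2 fold enrichment was 0.631 between quiescent replicates (54339 pairs) and 0.590 between activated replicates (51826 pairs). It was 0.513 ± 0.0158 (SD, 4 pairs of libraries) between quiescent and activated libraries. These correlations run across peaks, which are not independent replicates. The choice that moved them most was made after the data were seen. With the highest fold enrichment of each merged site in place of every pair of overlapping subpeaks, r was 0.890 in quiescent and 0.868 in activated NSPCs.

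**Figure D1:**
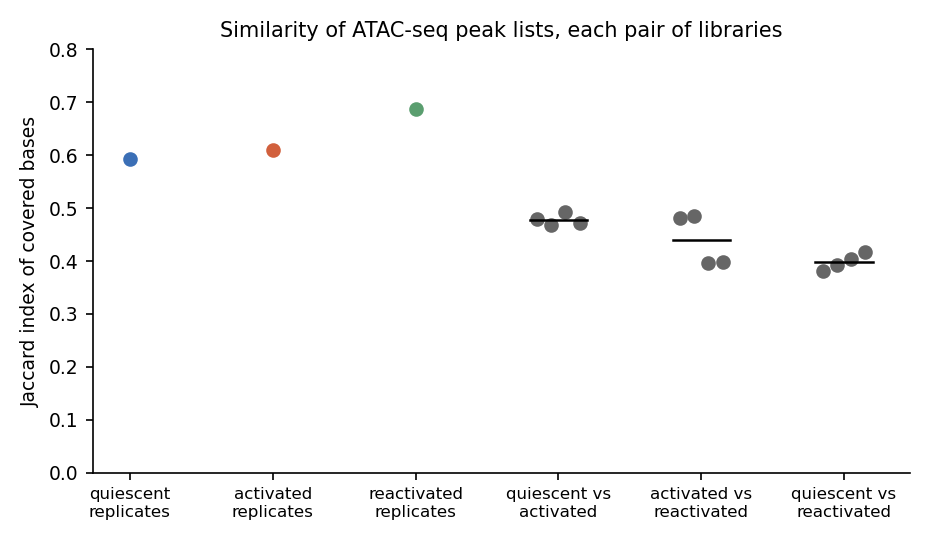
Jaccard index of covered bases for each pair of ATAC-seq libraries. Each point is a pair of libraries and each line the mean of 4 pairs; the 3 pairs of replicates lie at 0.593, 0.609 and 0.687, above every pair from different states.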

Next, we used DiffBind to identify the shared and differential ATAC‐seq signals between quiescence and activation (Stark & Brown, 2011). 

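Sites were classed by the libraries that had a peak there. A site was shared when at least 1 library of each state had a peak, and specific to a state when both of its libraries and neither library of the other state had a peak. Sites with a peak in a single library were left out. A site that differs in strength between the states thus counts as shared if each state has a peak there. Of the 46498 sites with a peak in 2 or more libraries, 34971 were shared, which is 75.2% (95% interval 74.8 to 75.6). The median width of a shared site was 433 bp. A peak in all 4 libraries was found at 23504 sites, which is 50.5% of the 46498. Of these 23504 and the state-specific sites together, without the sites in 2 or 3 libraries of both states, they made up 67.1%. With a library left out in turn, the share of shared sites lay between 60.3% and 63.5%, since sites seen in a lone library then counted as specific.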

Interestingly, we found that approximately 67% of the accessible sites (19,976 sites) were shared between the two conditions. These sites represent stably accessible chromatin regions that do not change significantly between the two cellular states, defining an accessibility signature of the neurogenic NSPCs (Figure 1d). 

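Each peak was assigned to a promoter if it lay within 1 kb of a TSS in the GENCODE M21 annotation, and otherwise to an exon, an intron or intergenic sequence. Promoters held 42.4% ± 1.49 of peaks in quiescent NSPCs (SD, n = 2 libraries) and 47.0% ± 2.04 in activated NSPCs (SD, n = 2). The share in introns was 28.8% ± 0.419 and 25.9% ± 1.05, and that in intergenic sequence 25.1% ± 1.08 and 23.5% ± 1.04, in the same order. Exons held 3.65% ± 0.0112 and 3.62% ± 0.0462. The ranges of the promoter share did not overlap, with 41.3% and 43.5% in the quiescent and 45.5% and 48.4% in the activated libraries. The difference was not tested. Among peaks with a −log10 q of 10 or more, the alternative that moved these shares most, promoters held 52.4% ± 1.65 in quiescent and 55.1% ± 4.42 in activated NSPCs (SD, n = 2). There the ranges overlapped, with 51.2% and 53.5% in the quiescent and 52.0% and 58.2% in the activated libraries.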

Accessible sites in quiescent and activated NSPCs were similarly distributed across the genome (Figure 1e). Comparison of the NSPC ATAC‐seq signals to those from postnatal mouse lung, liver, intestine, kidney, and stomach tissues (ENCODE) (Sloan et al., 2016) showed that quiescent and activated NSPCs exhibit a distinct chromatin profile from other cell lineages (Figure S1C).

We next examined how chromatin accessibility is altered between quiescent and activated NSPCs at key genomic regions for NSC self‐renewal and proliferation, *Olig2* and *Fgf1* (Mateo et al., 2015; Sun et al., 2011). An upstream region near *Olig2* was more “Accessible in Activated,” or “AA” as indicated by ATAC‐seq signals (Figure 1f, top). 

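*Olig2* (ENSMUSG00000039830.9) lies on chromosome 16 of GRCm38 from 91225457 to 91228677 on the plus strand. The paper's text gives no position for the upstream region. The dynamic site taken for it here, from 91191264 to 91192341, is intergenic, and its middle lies 33654 bp upstream of the TSS. Both activated libraries had a peak there, with the authors' fold enrichment of 7.44 and 8.39, at percentiles 77.4 and 86.1 of their lists. Quiescent replicate 1 had no peak, and quiescent replicate 2, the deeper library, had one with a fold enrichment of 3.52 at percentile 49.9. Another dynamic site of the paper, from 91222246 to 91223195, has its middle 2736 bp upstream of the TSS and may be the region meant. All 4 libraries had a peak there, with fold enrichments of 2.85 and 3.33 in quiescent and 5.17 and 4.61 in activated NSPCs. At the promoter of *Olig2*, all 4 libraries had a peak, with fold enrichments of 6.64 and 7.05 in quiescent and 6.69 and 6.36 in activated NSPCs.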

In the *Fgf1* locus, we observed an AA site (Peak 1), and another site that was more “Accessible in Quiescent,” or “AQ” (Peak 2) (Figure 1f, bottom). 

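*Fgf1* (ENSMUSG00000036585.16) lies on chromosome 18 from 38838673 to 38929472 on the minus strand. Peak 1 (38906335 to 38906822) and Peak 2 (38914906 to 38915323) lie in introns, 22893 and 14357 bp downstream of the TSS, where *Arhgap26* overlaps on the other strand. At Peak 1, all 4 libraries had a peak. Its fold enrichment was 2.63 and 2.67 in the quiescent libraries, at percentiles 8.47 and 24.9 of their lists, and 8.84 and 7.22 in the activated libraries, at percentiles 84.2 and 79.7. Neither quiescent peak remained once the lists were limited to the same length. At Peak 2, both quiescent libraries had a peak, with fold enrichments of 4.89 and 5.22, and neither activated library did.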

Consistent with the changes in chromatin, *Olig2* and *Fgf1* are differentially expressed in quiescent and activated NSCs (Figure 1g) in two independent RNA‐seq datasets: 1) freshly isolated NSCs purified by fluorescence‐activated cell sorting (FACS) (Leeman et al., 2018) and 2) cultured NS5 cells (an embryonic stem cell derived neural progenitor line) (Martynoga et al., 2013). Furthermore, ChIP‐seq datasets for enhancer marks suggest that these dynamic peaks may have functional enhancer activity (Figure S1D). 

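By peak calls, 6836 sites were specific to quiescent NSPCs (14.7% of 46498, 95% interval 14.4 to 15.0) and 4691 to activated NSPCs (10.1%, 9.82 to 10.4). These classes rest on the presence or absence of a peak and not on a test of read counts. They are therefore not the stable, AQ and AA sets of the paper. The *Olig2* site 33654 bp upstream of the TSS and *Fgf1* Peak 1, more accessible in activated NSPCs in the paper, were classed as shared here. When a quiescent library was paired with an activated one, fewer sites were found in 1 pair alone, 1623 and 1985 for these pairings against 11527 for the pairing by state. State-specific sites were weaker than shared ones. The median percentile of fold enrichment within a list was 42.2 and 44.1 at quiescent-specific sites, 44.9 and 35.8 at activated-specific sites, and between 64.2 and 67.4 at shared sites. The strongest quiescent-specific site by mean percentile was intergenic, on chromosome 14 from 36203839 to 36204239, with fold enrichments of 16.0 and 14.2. The strongest activated-specific site was in an intron of a noncoding gene on chromosome 2, from 78189551 to 78190262, with fold enrichments of 13.4 and 11.7. The counts depended on single libraries. Without quiescent replicate 1 or 2 there were 15329 or 12667 quiescent-specific sites, and without activated replicate 1 or 2 there were 7686 or 11383 activated-specific sites.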

Globally, 9,929 sites had altered accessibility between quiescent and activated NSPCs, consisting of 3,152 AQ and 6,777 AA sites (FDR <0.05) (Figure 1d and Table S2). Together, these results reveal that quiescent and activated NSPCs exhibit similarities in global chromatin profiles, with quiescence and activation‐specific differences in approximately one third of the accessible chromatin.

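In all, 11527 of 46498 sites (24.8%, 95% interval 24.4 to 25.2) were specific to a state by peak calls. Of the merged sites with a peak in a given library, between 7.62% (activated replicate 2) and 17.6% (quiescent replicate 2) had a peak in no other library. From the results on site positions, named loci and dynamic sites together (Fig. 1), the paper concludes that the states have similar global chromatin profiles with differences specific to quiescence and activation.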

### 2.2 Dynamic chromatin regions are associated with gene regulation in NSC activation

To compare the transcriptomic changes between quiescent and activated NSPCs with chromatin‐level changes we observed, we first utilized the two RNA‐seq datasets described above (Figure 2a). We asked whether differentially expressed genes between quiescence and activation exhibit dynamic (AQ/AA) accessibility in the two cellular states. Of all genes differentially expressed upon NSC activation, approximately 20% were associated with chromatin changes (AA/AQ chromatin; *in vivo* 20.4% and *in vitro* 20.0%) (Figure 2a). Overall, we found that genes with opening chromatin were significantly more upregulated upon NSC activation than genes without chromatin changes (Figure 2b and S2A‐B). Among the upregulated genes with dynamic chromatin, most were associated with AA sites (85.0%; Figure 2c and S2A). In contrast, genes with AQ sites displayed greater downregulation and 24.4% of genes downregulated in aNSCs were associated with chromatin closing in the activated state (AQ sites; Figure 2b,c). These findings are consistent with a model in which increased chromatin accessibility at specific sites allows for recruitment of transcription factors to drive an aNSC‐specific gene expression program. Moreover, ATAC‐seq on reactivated NSPCs revealed that nearly all AA chromatin became accessible again upon re‐entry into the cell cycle, further supporting the importance of dynamic chromatin remodeling upon exit from quiescence (Figure S3). 

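Reactivated NSPCs were compared with the classes of sites defined from quiescent and activated NSPCs. A peak in both reactivated libraries was found at 4314 of 4691 activated-specific sites, which is 92.0% (95% interval 91.1 to 92.7). In single libraries the share was 95.3% and 94.6%, and 100 of these sites had no peak in either. Among quiescent-specific sites, 3779 of 6836 had a peak in both libraries, which is 55.3% (54.1 to 56.5), with 60.8% and 68.3% in single libraries. Among shared sites the share was 95.5% (95.3 to 95.8). When the sites were moved by fixed distances of up to 1000 kb, 2.48% of activated-specific and 2.16% of quiescent-specific sites met a peak in both libraries, on average over 20 shifts. The reactivated lists were longer than the others, with 106586 and 107137 peaks. When all 6 lists were limited to their 47037 strongest peaks, 56.6% of activated-specific and 18.6% of quiescent-specific sites were open in reactivated NSPCs. The 2 shares differed by 36.7 percentage points with the lists as deposited and by 38.0 with lists of equal length. Without activated replicate 1 or 2, when a peak in the other activated library alone defined activated-specific sites, they differed by 8.78 and 17.7 points. Without each of the other libraries, they differed by 26.3 to 52.3 points. In AA sites that are open again in reactivated NSPCs (Fig. S3), the paper sees further support for the importance of remodeling of dynamic chromatin upon exit from quiescence.

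**Figure D2:**
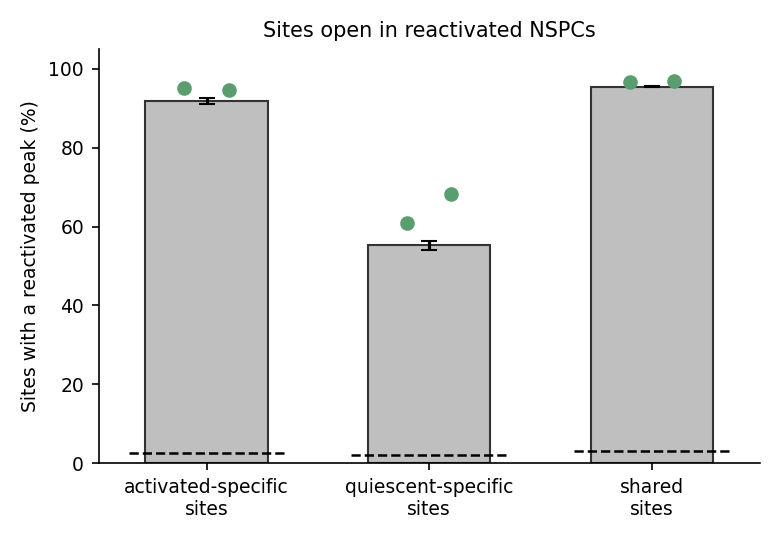
Share of sites of each class with a peak in reactivated NSPCs (%). Bars show sites with a peak in both libraries, with 95% binomial intervals, points the 2 libraries, and dashed lines the mean of 20 shifts; bars stand at 92.0% for activated-specific, 55.3% for quiescent-specific and 95.5% for shared sites.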

Notably, we observed that many genes that were downregulated upon NSC activation contain AA sites (69.6%; Figure 2c,d), suggesting that transcriptional repression is also associated with chromatin remodeling at these target genes. Finally, to probe the functional relevance of changes in chromatin accessibility, we tested whether dynamic chromatin sites were enriched for particular signaling pathways using Ingenuity Pathway Analysis (IPA) (Kramer et al., 2014) (Figure 2e). Interestingly, genes with dynamic chromatin were most highly enriched with neural identity, differentiation, and proliferation pathways.

**FIGURE 2:**
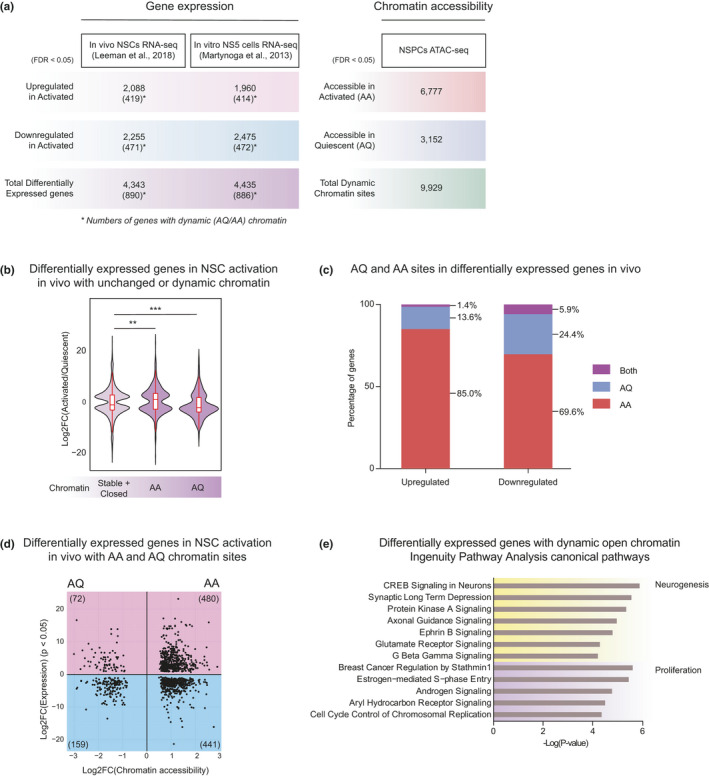
Dynamic chromatin regions are associated with differential expression of a neurogenesis gene network. (a) Summary of the differentially expressed genes in two independently generated RNA‐seq datasets and differentially accessible chromatin sites in ATAC‐seq (FDR <0.05). Numbers in parentheses indicate differentially expressed genes with dynamic chromatin sites. (b) Comparison of differential expression *in vivo* between genes with chromatin with no change, and with dynamic chromatin (***p < 0.001, **p < 0.01, Wilcoxon rank sum test). (c) Percentages of differentially expressed genes that contain dynamic chromatin sites. (d) Scatterplot showing fold change in chromatin accessibility versus fold change in associated gene expression (FDR <0.05). Each dot is a dynamic chromatin site associated with a differentially expressed gene, and the total number of sites in each quadrant is shown. (e) IPA analysis of genes differentially expressed *in vivo* and associated with dynamic chromatin (top 12 pathways shown)

In order to validate the above findings and identify the core transcriptional and epigenetic programs that define the quiescent and activated states and how they change with age, we performed RNA‐seq on quiescent and activated NSPCs from young and aged mice. We first compared the young transcriptional profiles with those from *in vivo* NSCs and *in vitro* NS5 cells (Figure S2D). Overall, we observed strong overlap between gene expression changes in qNSCs versus aNSCs in all systems (*in vivo* NSCs, *in vitro* NS5 cells, and NSPCs), although comparison of genes downregulated in aNSCs versus qNSCs *in vivo* and in our primary culture did not reach statistical significance. This may be due to additional quiescence‐promoting signals in the SVZ niche that are absent in the *in vitro* culture system, as the overlap between downregulated genes in BMP4‐treated NS5 cells and NSPCs was significant (Figure S2D). Furthermore, overlapping upregulated genes with NSC activation were enriched in cell cycle signaling pathways, while shared downregulated genes were enriched in G protein‐coupled receptor signaling pathways which are associated with quiescence (Codega et al., 2014) (Table S10). Together, these results show that while there are some differences in global gene expression profiles among *in vivo* NSCs, ES‐derived neural progenitor NS5 cells, and primary cultured NSPCs, expression levels of key genes involved in neurogenic cell identity and cell cycle progression are shared across systems.

### 2.3 Constitutively accessible sites are enriched for H3K4me3 and specific promoter elements

Our observation that many chromatin regions are readily accessible in both the quiescent and activated states raised the question of how these sites function mechanistically to support the NSC lineage. Stably open chromatin regions were associated with 12,779 genes (Table S3), 10,683 of which were exclusively associated with stable chromatin (no dynamic chromatin). Moreover, genes with only stable open chromatin were associated with upregulated expression in aNSCs (*p* = 9.78 × 10^−30^ *in vivo*, *p* = 7.63 × 10^−5^ *in vitro*, Wilcoxon rank sum test). Our finding that both dynamic and stable chromatin states could be linked to transcriptional activation suggests that transcriptional changes in NSC activation are supported by at least two distinct mechanisms. Consistent with this possibility, we observed that dynamic and stable chromatin sites had different distributions relative to transcription start sites (TSSs) (Figure 3a). Most stable chromatin regions were found in promoters (57.08% −1 kb/+1 kb from TSSs), whereas dynamic chromatin was most frequent in distal intergenic (33.42%) or intronic (40.45%) regions. Thus, the major differences in chromatin accessibility in quiescent versus activated NSPCs occur at sites away from promoters, possibly at gene‐specific regulatory elements. Moreover, our observation that many promoters are readily accessible in quiescent and activated NSPCs suggests that promoter accessibility may be critical for rapid toggling between quiescence and activation without chromatin remodeling. 

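Of the 34971 shared sites, 15392 lay within 1 kb of a TSS, which is 44.01% (95% interval 43.5 to 44.5). Introns held 26.9% of them, intergenic sequence 25.0% and exons 4.06%. Of the 11527 state-specific sites, 1554 lay in promoters, which is 13.5% (12.9 to 14.1). Introns held 44.8% of these (43.9 to 45.7), intergenic sequence 36.2% (35.3 to 37.04) and exons 5.55%. The promoter share was 10.8% among quiescent-specific and 17.4% among activated-specific sites. The promoter share of shared sites moved most among peaks with a −log10 q of 10 or more, where it was 56.4% against 16.9% for state-specific sites. With a window of 2 kb it was 48.4% against 19.0%, and with the TSSs of protein-coding genes alone 39.8% against 9.88%.

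**Figure D3:**
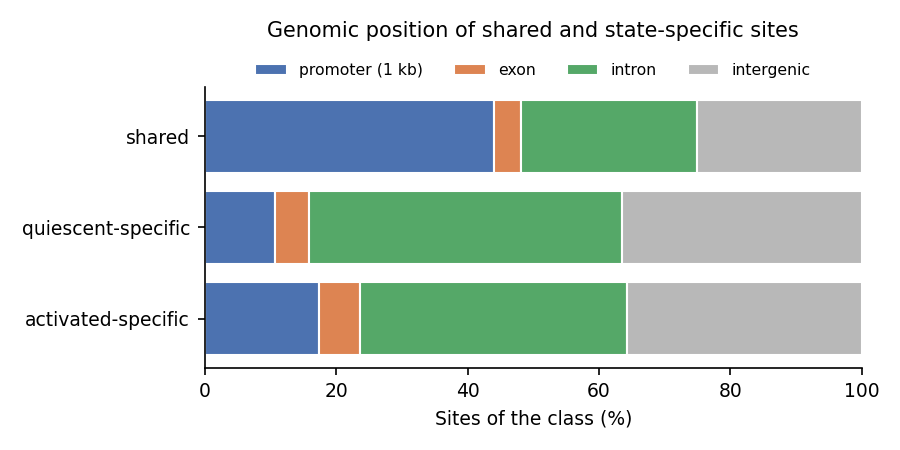
Genomic position of shared, quiescent-specific and activated-specific sites, as the percentage of the sites of each class in promoters, exons, introns and intergenic sequence. The promoter share is 44.01% for shared sites, 10.8% for quiescent-specific sites and 17.4% for activated-specific sites.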

Consistently, the histone modification associated with TSSs, H3K4me3, was correlated with stable chromatin regions and highly correlated between the quiescent and activated NSPCs (*r* = 0.99, Pearson correlation coefficient) (Figure 3b and S4A, Table S4). Moreover, more than 70% of differentially expressed genes were marked by H3K4me3 in both states, suggesting that differentially expressed gene promoters are primed with H3K4me3. In contrast, the H3K4me3 signals in NSPCs were distinct from those of various adult and embryonic mouse tissues (Shen et al., 2012), indicating that the H3K4me3 profile is neurogenic lineage‐specific (Figure S4B).

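H3K4me3, the trimethylation of lysine 4 of histone H3, was mapped by ChIP-seq in a single library per state, so that no value below has a replicate. The sample labels give 4 days with BMP4 for the quiescent cells. The authors called broad peaks with MACS against input DNA at a q of 0.05 with a broad cutoff of 0.01, and each list gives the fold enrichment over input and −log10 p and q of a region. Table S4 of the paper gives 95227978 reads for quiescent and 104885864 for activated NSPCs. The lists held 17186 and 15980 peaks, with median widths of 1733 and 1705.5 bp. Both states had an H3K4me3 peak at 43.4% of shared ATAC-seq sites (95% interval 42.9 to 43.9), and at 7.95% of state-specific sites (7.46 to 8.46). The share was 4.27% among quiescent-specific and 13.3% among activated-specific sites. Without activated replicate 1, these shares were 8.24% and 13.2%. Moving the sites by fixed distances gave 2.17% for shared and 1.65% for state-specific sites. Within promoters, the share was 85.1% of shared and 39.4% of state-specific sites, and elsewhere 10.7% and 3.04%. Of the peaks on autosomes, X and Y, 90.9% of the quiescent and 97.9% of the activated ones overlapped a peak of the other state. Across 15660 pairs of overlapping peaks, log2 fold enrichment correlated between the states with a Pearson r of 0.963 and a Spearman rho of 0.936. The pairs are regions of 2 libraries and not replicates. From promoters that are open in both states, with H3K4me3 named beside them, the paper proposes that promoter accessibility may be critical for toggling rapidly between the states without remodeling of chromatin.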

**FIGURE 3:**
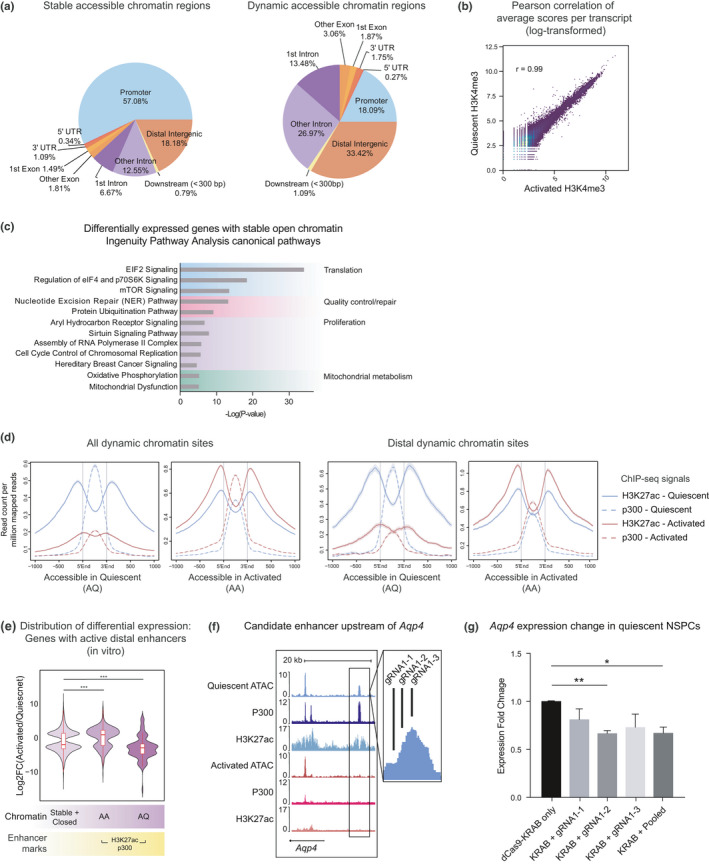
Distinct chromatin features are associated with constitutively accessible and dynamic chromatin in NSPCs. (a) Genomic distribution of stably open and dynamic chromatin regions in quiescent and activated NSPCs. (b) Pearson correlation of average H3K4me3 ChIP‐seq MACS enrichment scores per gene between quiescent and activated NSPCs (*r* = 0.99). (c) Top 12 IPA Canonical Pathways enriched in genesets that are differentially expressed between quiescent and activated NSCs *in vivo* and harbor only constitutively open chromatin. (d) Dynamic chromatin sites are enriched for features of active enhancers. H3K27ac and p300 ChIP‐seq signals in quiescent and activated NSPCs in all AQ/AA chromatin regions (left) and in distal AQ/AA chromatin (right). (e) Comparison of differential expression of genes with no change in chromatin and dynamic chromatin with active enhancer marks (***p < 0.001, Wilcoxon rank sum test). (f) UCSC genome browser shot of the putative *Aqp4* enhancer and gRNAs targeting the enhancer region. G, RT‐qPCR of *Aqp4* by dCas9‐KRAB with gRNAs targeting the enhancer region. Fold change is relative to the dCas9‐KRAB only control (*n* = 3 experiments, **p < 0.01, *p < 0.05, Student's *t*‐test, mean ±SD)

Next, we performed enrichment analysis to identify the cellular pathways associated with stable chromatin. Interestingly, genes differentially expressed with NSC activation and exclusively harboring stable chromatin were enriched for canonical pathways regulating translation, proteostasis, metabolism, RNA polymerase II assembly, and proliferation (Figure 3c and Table S5), in contrast with high enrichment of neural identity and proliferation in dynamic chromatin (Figure 2f). To better understand how genes lacking dynamic chromatin undergo transcriptional regulation, we performed an enrichment analysis of core promoter elements in genes upregulated with NSC activation using ElemeNT (Sloutskin et al., 2015). Analysis of upregulated genes in the top quartile (FDR <1.44 × 10^−7^) revealed that they were enriched with the TATA box or human TCT elements (*p* = 1.14 × 10^−5^ and 1.14 × 10^−4^, hypergeometric analysis) (Table S6). 

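For the 12 genes named in the translation cluster of Fig. S4D, ATAC-seq and H3K4me3 peaks were looked up within 1 kb of the TSS. All 4 quiescent and activated libraries had a peak at 10 of the 12 promoters. *Rpl3* (chromosome 15) had no peak in quiescent replicate 1, and *Eef1a1* (chromosome 9) had a peak only in activated replicate 1. Both reactivated libraries had a peak at all 12 promoters, and H3K4me3 peaks lay at all 12 in both states. The strongest ATAC-seq peak of a promoter in each quiescent or activated library had a median percentile of 90.8 within its list, with a lowest value of 12.5. Promoters without a peak in a library did not enter these values. For H3K4me3, the median percentile was 77.1 and the lowest 23.0.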

Intriguingly, the upregulated genes with these promoters are closely associated in a “translation cluster” comprising ribosomal proteins, consistent with the enrichment of translation and proteostasis pathways in the stable open chromatin and with the enrichment of the TCT motif in promoters of ribosomal protein genes (Figure S4C,D) (Parry et al., 2010). Thus, specific promoter elements at constitutively accessible promoters are likely involved in fine tuning transcriptional activity to support changes in basal metabolic states as stem cells activate.

### 2.4 A subset of distal chromatin regions with changing accessibility during NSPC activation are active enhancers

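By peak calls, 86.5% of state-specific sites (95% interval 85.9 to 87.1) lay more than 1 kb from any TSS, against 56.0% of shared sites (55.5 to 56.5). The share was 89.2% for quiescent-specific and 82.6% for activated-specific sites. These shares include exons, which held 5.55% of state-specific sites, beside 44.8% in introns and 36.2% in intergenic sequence. Of all 9973 state-specific sites away from promoters, 303 had H3K4me3 in both states.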

The majority of the dynamic chromatin sites between quiescent and activated cells (73.87%) reside in distal regions (Figure 3a), suggesting that they may be functional enhancers. We analyzed markers of active enhancers (H3K27ac and p300 ChIP‐seq signal) from neural progenitors either actively dividing or induced to enter quiescence (Martynoga et al., 2013), and found a strong enrichment for active enhancer marks at dynamic chromatin sites, confirming that distal chromatin regions with dynamic accessibility harbor quiescent and activated neural stem lineage‐specific active enhancers (Figure 3d). Importantly, changes in accessibility at these active enhancers correlate with transcriptional regulation of their associated genes in NS5 cells (Figure 3e and S5A). We observed a number of differences between active enhancers in distal AA sites and *in vivo* gene expression, although it did not reach statistical significance (Figure S5B,C). This is likely because chromatin opening at active enhancers is associated with both up and downregulation of gene expression, consistent with our finding in global chromatin opening (Figure 2b). In distal AQ sites, active enhancers were significantly associated with decreased gene expression *in vivo* and *in vitro*.

We next asked whether targeting enhancers in dynamic chromatin was sufficient for gene regulation. We identified an upstream enhancer region (chr18:15421139–15421834) near *Aqp4*, which is expressed in quiescent NSCs and astrocytes and involved in NSC proliferation, migration, and differentiation (Kong et al., 2008) (Figure S5D). 

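*Aqp4* (ENSMUSG00000024411.10) lies on chromosome 18 of GRCm38 from 15389496 to 15410982 on the minus strand, so that its TSS is at 15410982. The region is 696 bp long, has a GC content of 45.8%, and its middle lies 10505 bp upstream of that TSS. In GENCODE M21 it overlaps an exon of an antisense gene, ENSMUSG00000117541.1, which runs from 15403087 to 15430790 on the plus strand and therefore crosses the *Aqp4* promoter as well. No TSS lies within 1 kb of the region. The region holds the NFI core TTGGC 5 times and no palindromic NFI site TGGCNNNNNGCCA.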

The putative enhancer region was accessible with active enhancer marks only in quiescent NSPCs (Figure 3f). 

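At the *Aqp4* region, both quiescent libraries had 2 abutting subpeaks, and neither activated library had a peak. The stronger subpeaks had summits at 15421465 and 15421466, with fold enrichments of 6.93 and 6.53 at percentiles 81.2 and 82.8 of their lists. The same calls held with lists of equal length and among peaks with a −log10 q of 10 or more. A peak was also present in both reactivated libraries, with fold enrichments of 8.00 and 7.31 at percentiles 77.0 and 72.8, and summits at 15421637 and 15421596. No H3K4me3 peak overlapped the region in either state.

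**Figure D4:**
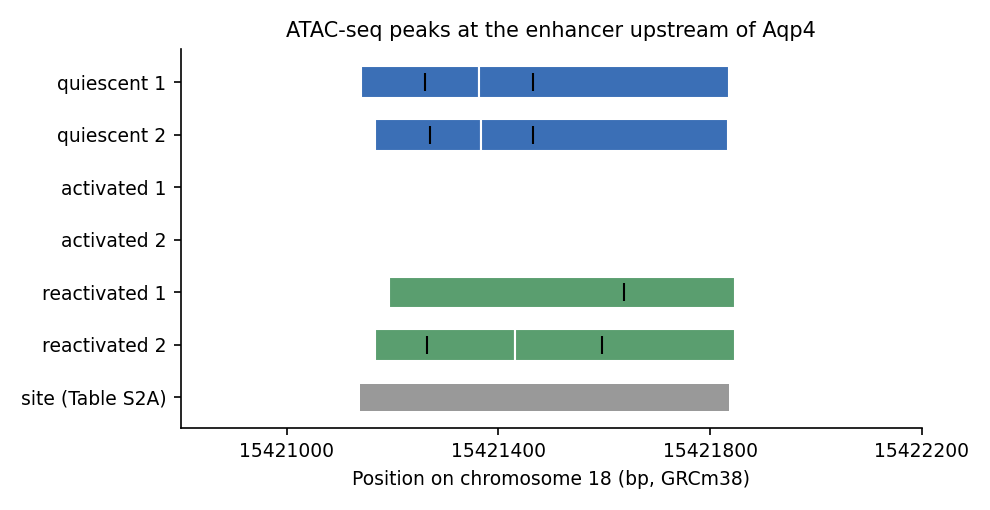
Peaks of the 6 ATAC-seq libraries around the enhancer upstream of *Aqp4*, along chromosome 18 (bp). Colored bars are peaks and black ticks their summits, above the site of Table S2A; the activated libraries have no peak here.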

We used dCas9‐KRAB (Klann et al., 2017) to repress the *Aqp4* enhancer in quiescent NSPCs (Figure S5E). We found that one of the three gRNAs targeting this region in dCas9‐KRAB‐expressing, quiescent NSPCs was sufficient to downregulate *Aqp4* expression (*p* = 0.0024, Student's *t*‐test) (Figure 3g). These results demonstrate that enhancers residing in dynamic chromatin function in gene regulation, and targeting a distal element can modulate gene expression.

Next, to identify the transcription factors functioning at enhancers in dynamic chromatin, we performed *in silico* motif analyses to identify enriched consensus sequences (Figure S6A). Interestingly, dynamic chromatin harbored distinct binding motifs for pro‐quiescence and proliferation factors, Nuclear Factor‐I (NFI) in AQ sites (*p* = 1 × 10^−113^) and ASCL1 (basic helix‐loop‐helix) in AA sites (*p* = 1 × 10^−372^) (Castro et al., 2011; Martynoga et al., 2013; Parras et al., 2004). 

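Exact matches to motifs, on either strand, were counted in 200 bp around the middle of each site and in windows 5 kb away. The palindromic NFI site TGGCNNNNNGCCA was found in 1.93% of quiescent-specific sites (95% interval 1.62 to 2.29), against 0.453% of windows 5 kb away. Its share was 3.54% in activated-specific sites (3.03 to 4.11) and 2.18% in shared sites. The NFI core TTGGC, the alternative that moved the NFI share most, was found in 53.2% of quiescent-specific (52.0 to 54.4), 45.3% of activated-specific (43.8 to 46.7) and 42.8% of shared sites. Windows 5 kb away held it in 27.9%, 28.9% and 28.6%, in the same order. Thus, for exact matches, the order of the classes depended on the form of the NFI motif. The paper's search used Homer motifs on AQ and AA sites, so these counts do not test its enrichment.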

We confirmed the binding of these factors using previously published ASCL1 and pan‐NFI ChIP‐seq datasets from activated and quiescent NSPCs (Martynoga et al., 2013; Webb et al., 2013) (Figure S6B,D). Interestingly, stably open chromatin was most highly enriched for CTCF motifs (*p* = 1 × 10^−1169^), and we confirmed CTCF binding with an available dataset (Beagan et al., 2017) (Figure S6E‐F). 

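The CTCF motif CCASYAGRKGGC was found in 4.07% of shared sites (95% interval 3.86 to 4.28) and in 0.159% of windows 5 kb away. Its share was 2.30% in quiescent-specific sites (1.95 to 2.68) and 1.83% in activated-specific sites (1.47 to 2.26). At sites with a peak in both reactivated libraries and in no quiescent or activated library, it was higher, 5.30% (4.96 to 5.66). Among shared sites, 1.45% of those in promoters and 6.12% of the others had the motif.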

Altogether, our findings suggest that chromatin sites with dynamic accessibility between quiescent and activated cells harbor critical regulatory elements for NSC activation. Furthermore, CTCF occupancy at constitutively accessible sites represents chromatin boundaries that are present in open chromatin to stabilize these sites during NSPC activation.

### 2.5 Distinct transcriptional networks are associated with dynamic chromatin

The unexpected association between AA chromatin and both up‐ and downregulation of gene expression (Figure 2d) suggests that there may be distinct transcription factors activating or repressing expression as chromatin regions gain accessibility in activated NSPCs. To examine this possibility, we performed a meta‐analysis of transcription factor consensus motifs to predict transcriptional regulators and target networks in AA chromatin (Figure 4a‐b and Table S8) (Heinz et al., 2010; Janky et al., 2014; Qin et al., 2020). 264 out of 362 upregulated and 286 out of 356 downregulated genes were integrated into the networks as targets of the candidate regulators. We found that AA‐associated up‐ and downregulated genes were predicted targets of distinct sets of transcription factors. Upregulated genes associated with AA chromatin were putative targets of E2F1, SOX, KLF, NFYC, and POU3F1, which have been implicated in stem cell proliferation and differentiation, pioneer factor function, and nucleosome eviction (Dodonova et al., 2020; Julian & Blais, 2015; Laub et al., 2005). In contrast, FOXO, NFI, SMAD1, ISL1, ETV, and RFX factors were predicted to bind genes downregulated with NSC activation. FOXO, NFI, and SMAD1 have known functions in maintaining NSC quiescence (Martynoga et al., 2013; Mira et al., 2010; Paik et al., 2009; Renault et al., 2009; Webb et al., 2013). Altogether, this meta‐analysis identified transcriptional hubs in opening chromatin associated with NSC activation, and suggests that distinct gene regulatory networks are part of the dynamic chromatin landscape that facilitates the return to quiescence after activation.

**FIGURE 4:**
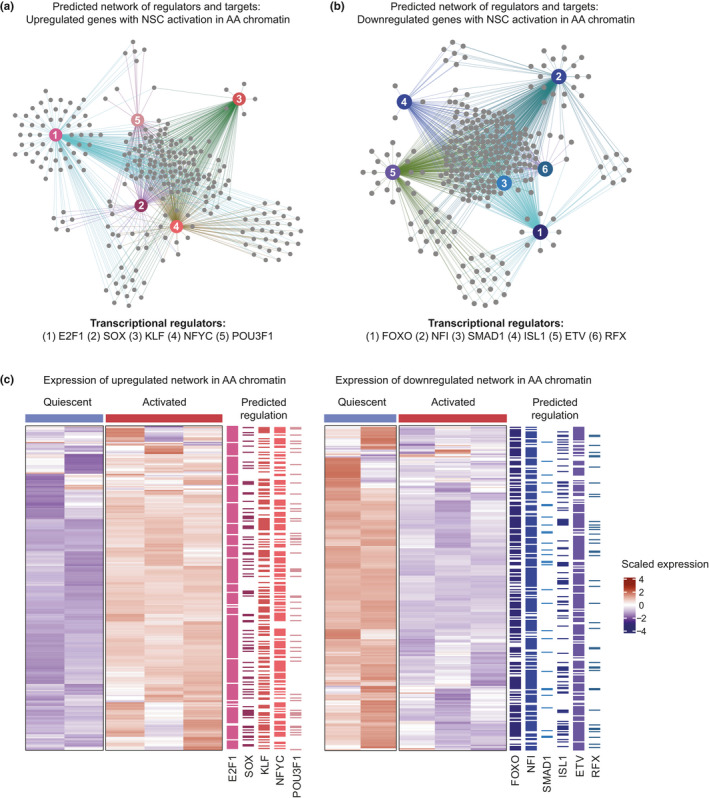
Dynamic chromatin is associated with specific transcription factor networks supporting activation and return to quiescence. (a‐b) Predicted regulators of upregulated (a) and downregulated (b) genes with AA chromatin. Gray nodes represent upregulated genes. Edges are colored according to predicted regulation by transcription factor nodes in red. (c) Heatmaps of up‐ and downregulated networks between quiescent and activated NSCs *in vivo* (FDR <0.05). Predicted regulation by each transcription factor is shown to the right

### 2.6 Quiescent NSPCs in the aged brain exhibit chromatin accessibility loss at select genes involved in metabolism

Consistent with the known decrease in neurogenesis with age (Audesse & Webb, 2020; Corenblum et al., 2016; Daynac et al., 2016), we observed that NSPCs isolated from aged mice had a reduced proliferation rate compared to young (Figure S1A,B). To elucidate the age‐associated chromatin changes in NSC quiescence and activation, we compared the young ATAC‐seq and RNA‐seq profiles to datasets collected in parallel from aged NSPCs isolated from 20–24 month‐old mice. We observed that quiescent NSPCs exhibited more age‐associated changes in chromatin accessibility than their activated counterparts (Figure 5a). In quiescent NSPCs, 1,388 chromatin sites were differentially accessible with age, while only 23 chromatin sites changed in activated NSPCs (Table S9). Notably, 98% of the sites with chromatin changes in quiescent NSPCs lost accessibility with age, and were highly enriched with the NFI binding motif (Figure 5b,c). Furthermore, many of these chromatin regions changing with age were located in distal intergenic regions and are binding sites of NFI factors (493 sites) (Martynoga et al., 2013) as well as FOXO3 (624 sites) (Webb et al., 2013), suggesting that age‐associated chromatin changes occur at pro‐quiescence gene regulatory regions (Figure 5c).

**FIGURE 5:**
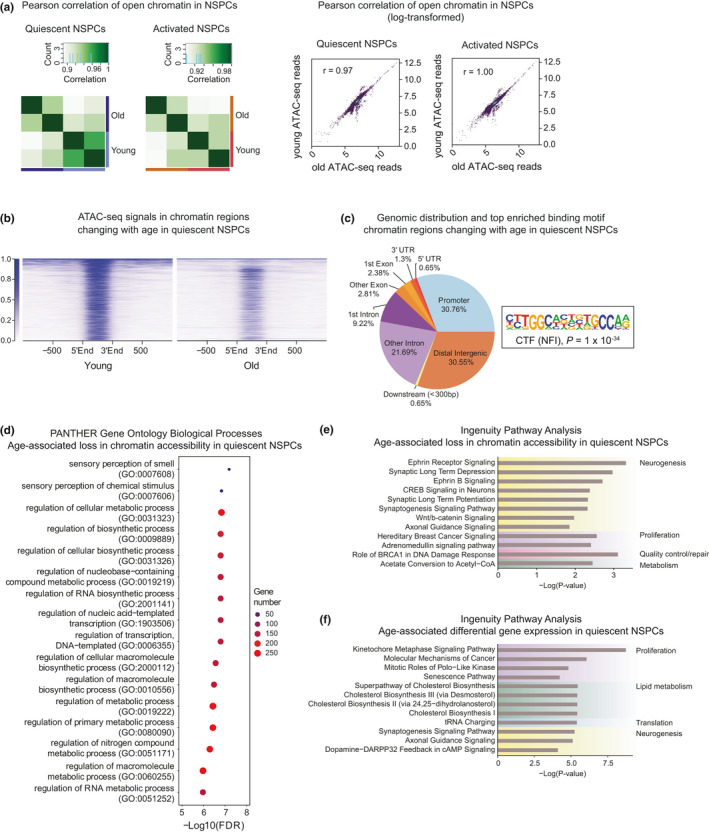
Quiescent NSPCs exhibit age‐associated accessibility changes in select chromatin regions involved in metabolism. (a) Pearson correlation and scatterplots of quiescent and activated NSPCs from young and old brains. (b) ATAC‐seq signals from young and old quiescent NSPCs in chromatin regions differentially accessible with age (FDR <0.05). (c) Genomic distribution of the differentially accessible regions and the top enriched motif at these sites. (d) PANTHER biological processes and (e) IPA pathways associated with differential accessibility in aged quiescent NSPCs (FDR <0.05, Benjamini–Hochberg correction). (f) Top IPA Canonical Pathways enriched in genes that change in expression in quiescent NSPCs with age

We next investigated whether the observed chromatin changes were linked to gene expression changes with age in NSPCs. We performed differential expression analysis on the RNA‐seq libraries described above from quiescent and activated NSPCs from young and old brains. To benchmark the dataset, we examined the expression levels of known quiescence‐ and proliferation‐associated marker genes in young and old NSPCs (Figure S7B,C), and found that NSPCs at both ages showed stem cell marker expression levels consistent with previous reports *in vivo* (Leeman et al., 2018; Morizur et al., 2018). We found that 2,207 genes were differentially expressed in quiescent NSPCs with age, and 491 genes in activated NSPCs (Table S10). Consistent with the ATAC‐seq data, age‐associated changes in gene expression were more abundant in quiescent NSPCs than activated NSPCs. Globally, our RNA‐seq data correlated with the *in vivo* NSCs datasets, with gene expression profiles of quiescent NSPCs correlated with qNSCs *in vivo*, and activated NSPCs better correlated with aNSCs *in vivo* (Figure S7A,B). Taken together, these results demonstrate that the chromatin and gene expression data from quiescent and activated NSPCs utilized in this study sufficiently represent the transcriptional landscape of NSCs *in vivo*, and that qNSCs undergo more significant transcriptional and epigenetic reprogramming with age than aNSCs.

To identify the biological processes associated with chromatin regions losing accessibility with age in quiescence, we performed enriched Gene Ontology analyses (PANTHER and IPA) (Figure 5d‐e). Interestingly, regulation of metabolism and transcription were among the most highly enriched biological processes, consistent with the notion that chromatin‐level changes in quiescent NSPCs affect metabolic functions with age (Figure 5d). Moreover, top pathways enriched in the chromatin regions losing accessibility with age were Ephrin signaling, DNA damage response, as well as other neurogenic pathways (Laussu et al., 2014), suggesting that regions that regulate NSC activation are becoming less accessible with age (Figure 5e). Supporting these results, differentially expressed genes in young and old quiescent NSPCs were enriched in signaling pathways involved in cell cycle regulation and lipid metabolism (Figure 5f). Moreover, Reactome pathway analysis also showed an enrichment of metabolism‐associated pathways in the chromatin regions losing accessibility with age (Figure S8). This integrated analysis demonstrates that with age, quiescent NSPCs undergo alterations of DNA accessibility in key regions that support quiescence‐specific functions, and these changes are accompanied by genome‐wide disruptions in cell cycle and metabolic pathways.

## 3 DISCUSSION

We used ATAC‐seq to map the chromatin accessibility landscape of primary NSPCs in states of quiescence versus proliferation to uncover the chromatin‐level mechanisms supporting the first stage of mammalian neurogenesis, and define how they change with age (Figure 6). The *in vitro* quiescence system utilized in this study has been shown to be a reliable tool to study the transcriptional profiles of NSCs (Blomfield et al., 2019; Martynoga et al., 2013; Urbán et al., 2019), and we further benchmark this system here using RNA‐seq. Moreover, recent work characterizing this *in vitro* system has demonstrated that treatment of cultured NSCs with BMP4 and FGF results in a “primed” quiescent state, where NSCs readily exit quiescence and engage in neurogenesis when transplanted in the SVZ (Marqués‐Torrejón et al., 2021).

**FIGURE 6:**
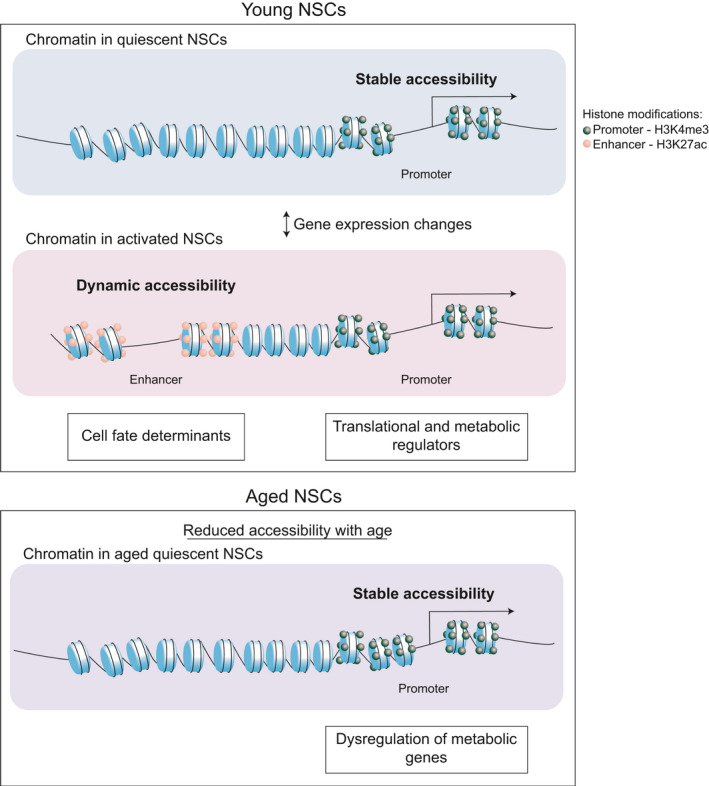
Model. NSC activation in the healthy brain is associated with transcriptional changes supported by stable and dynamic chromatin states. Aging is accompanied by dysregulation of these processes at metabolic genes in qNSCs. Only aged qNSCs are highlighted as the majority of age‐associated changes are observed in quiescent cells

We find that, during aging, the majority of chromatin accessibility changes occur at metabolic genes in quiescent NSCs, suggesting an epigenetic mechanism underlying stem cell aging in the brain. Furthermore, RNA‐seq profiles of young and aged quiescent NSPCs revealed a large number of previously unknown genes that are differentially expressed in quiescence and aging. This dataset will serve as a valuable resource to the field of stem cell aging and adult neurogenesis, giving us new mechanistic insight into the transcriptional dysregulation that occurs with NSC aging. We also note that although our study uncovered few changes to glial gene networks with age, this may be due to the limited numbers of glia‐associated ontologies in available databases compared to ontologies involved in neurogenesis and neuronal maturation. These pathways may be changed in the model system used here, as BMP signaling has been shown to promote gliogenesis (Bonaguidi et al., 2005).

The ability of NSCs to exit and re‐enter quiescence is critical for maintenance of the stem cell pool in the adult and aged brain. NSC quiescence is a tightly regulated state characterized by a transcriptional program enriched for lipid metabolism, glycolysis, and specific cell signaling pathways. This transcriptional program is dramatically altered as NSCs activate, upregulating genes involved in oxidative metabolism, cell proliferation, and protein translation (Audesse & Webb, 2020; Llorens‐Bobadilla et al., 2015; Morizur et al., 2018; Shin et al., 2015). Moreover, with NSC activation, aggregates of damaged proteins and molecular cargo that accumulate in qNSCs are cleared. Recent work has shown that with age, proteostasis, aggregate clearance and metabolic pathways are altered in qNSCs, resulting in impaired activation (Leeman et al., 2018; Morrow et al., 2020; Zhao et al., 2016). Consistent with these studies, we observed that chromatin alterations and gene expression changes with age are more abundant in quiescent than activated NSCs. The observed overall loss of accessibility is consistent with work reporting reduced accessibility at promoters and enhancers in the immune system with age (Ucar et al., 2017). Our functional analysis linked decreased accessibility to metabolic functions and specific transcriptional regulators (FOXO3 and NFI), suggesting that these chromatin‐level changes contribute to the metabolic dysfunction in aged NSCs through disruption of the pro‐quiescence gene networks. FOXO3 has been implicated in maintaining healthy neurogenesis in the adult and aging brain (Audesse et al., 2019; Paik et al., 2009; Renault et al., 2009; Schäffner et al., 2018; Webb et al., 2013). Our discovery that many sites that change with age are occupied by FOXO3 suggests that either changes in FOXO3 activity may be responsible for the observed chromatin changes, or that epigenetic alterations prevent FOXO3 from occupying these sites. In future work, it will be important to relate the changes in the accessible chromatin landscape to specific metabolic changes with age, and to identify the precise relationship between epigenetic states, transcriptional networks and cellular metabolism in aging qNSCs.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Mouse NSPC cultures

Young (postnatal day 5) and aged (20–24 month) mouse NSPCs were isolated as previously described (Renault et al., 2009). Cells were cultured in high growth factor signaling conditions: Neurobasal A (ThermoFisher) medium with penicillin/streptomycin/glutamine (ThermoFisher), 2% B27 (ThermoFisher), and 20 ng/ml each of FGF2 (PeproTech) and EGF (PeproTech). To induce quiescence, 50,000 cells were first seeded in poly‐D‐lysine coated (Sigma) plates with high growth factor signaling medium, and after 24 h, fresh media without EGF and with 25 ng/ml recombinant mouse BMP4 (R&D Systems) was added. For reactivated NSPCs, cells were kept in BMP4‐containing Neurobasal A medium for 4 days, then switched to high growth factor signaling conditions for 9–12 days. Proliferation of the reactivated NSPCs was confirmed by 10 µM EdU (Sigma) incorporation for 2 h and detection (Click‐iT EdU Alexa Fluor 488 Imaging Kit, Invitrogen).

### 4.2 Immunocytochemistry

NSPCs were plated at 5 × 10^4^ cells/ml on poly‐D‐lysine treated coverslips. Cells were fixed with 4% paraformaldehyde for 10 min, blocked for 1 h with 5% goat serum/0.1% BSA, followed by incubation for 2 h at room temperature with primary antibody (SOX2 [1:200, EMD Millipore AB5603], NESTIN [1:200, BD Pharmingen #556309]). After washing five times with PBS/0.05% Tween‐20, coverslips were incubated with the appropriate secondary antibody for 1 h at room temperature (Molecular Probes Alexa Fluor, goat anti‐rabbit 488, goat anti‐mouse 546). Cells were imaged with a Zeiss Axiovert 200 M Fluorescence microscope.

### 4.3 ATAC‐seq

ATAC‐seq libraries were generated from early passage (2–4) NSPCs cultured in activated or quiescent conditions, with two biologically independent replicates per condition. Library preparations and quality analyses were performed as described (Buenrostro et al., 2013). Briefly, for activated NSPCs, 50,000 cells were seeded in Poly‐D‐Lysine coated plates in high growth factor signaling conditions as described above, and collected with Trypsin‐EDTA (ThermoFisher) after 24 h. For quiescent NSPCs, cells were switched to quiescence medium 24 h after plating and collected after 72 h. NSPCs were subjected to tagmentation reactions with 2.5 µl Tn5 Transposase (Illumina), purified with Qiagen MinElute PCR purification kit (Qiagen) and PCR‐amplified with 8–9 cycles. Due to age‐associated differences in NSPC proliferation rates, replicates were collected over a 12 day window and all transpositions were performed with the same batch of Tn5‐transposase. Quality of ATAC‐seq libraries was confirmed with Bioanalyzer (Agilent) prior to sequencing.

### 4.4 Processing of ATAC‐seq data

ATAC‐seq libraries were sequenced to a depth of approximately 40 million unique, high quality mapped reads per sample. 2 × 100 base pair paired‐end reads were trimmed with TrimGalore! (Version 0.4.0, Babraham Bioinformatics), and aligned to the most recent *Mus musculus* genome (mm10) using Bowtie2 (Version 2.2.5) (Langmead et al., 2009). Duplicates were marked with Picard (Version 1.88) and removed with SAMtools (Version 1.3.1). Peak calling was performed after ATAC‐seq‐specific quality control steps (Daugherty et al., 2017) using MACS (Version 2.1.1) (Zhang et al., 2008) with the FDR threshold 0.05. Peaks were assigned to genes using GREAT (Version 3.0.0) (McLean et al., 2010), limiting the peak‐calling window to −1 kb/+1 kb around TSSs for proximal gene assignments, and −25 kb/+10 kb around TSSs for distal assignments. Fastq files for ATAC‐seq datasets from mouse tissues, were downloaded from the ENCODE portal (Sloan et al., 2016) with the following identifiers: ENCSR609OHJ, ENCSR102NGD, ENCSR597BGP, ENCSR389CLN, ENCSR079GOY.

### 4.5 Differential accessibility analysis

The DiffBind package in R was used (Version 3.3.1) (Stark & Brown, 2011) to identify shared and unique ATAC‐seq peaks across quiescent and activated replicates. DiffBind was used to obtain Pearson's r correlation values between biological replicates, the corresponding heatmap, and differential accessibility analysis. Briefly, a unique “consensus peakset” was obtained by merging all overlapping peaks, and using the sequence reads (BAM) files to normalize numbers of reads for each sample at every accessible site. The “dba.report” function was used to identify differentially accessible intervals between conditions. For comparison of ATAC‐seq signals from young and old NSPCs, “block =DBA_REPLICATE” option was used to count sequencing reads across libraries, and “method =DBA_DESEQ2_BLOCK” was used for differential accessibility analysis to model batch effects from library preparation steps. ATAC‐seq signal enrichment in quiescent NSPCs from the two age groups in differentially accessible chromatin regions was plotted using NGS plot (Shen et al., 2014). Correlation plots for ATAC‐seq signals and Pearson correlation coefficient r were generated by the “plotCorrelation” function in deepTools (Version 3.4.3) (Ramirez et al., 2016).

### 4.6 Genomic distribution of ATAC‐seq signals

To determine the distribution of open chromatin regions from ATAC‐seq, the ChIPseeker package (Version 3.7) in R was used (Yu et al., 2015). BED files for quiescent and activated ATAC‐seq replicates were merged, and promoter regions were defined as −1kb/+1kb around TSSs. Peaks were annotated using “annotatePeak()” command, and pie charts were generated using “plotAnnoPie()”.

### 4.7 Chromatin immunoprecipitation

H3K4me3 ChIP‐seq libraries were generated from 1 × 10^7^ NSPCs. Chromatin was crosslinked with 1% formaldehyde for 10 min, followed by quenching with 0.125 M glycine for 5 minutes. Cells were washed with PBS pH 7.4, incubated in SDS lysis buffer (50 mM Tris‐HCl pH 7.5, 10 µM EDTA, 1% SDS) for 15 min on ice, and harvested by scraping. Nuclei were pelleted and resuspended in RIPA buffer (1% IGEPAL CA‐630, 0.5% sodium deoxycholate, 1% SDS in PBS pH 7.4), and chromatin was sheared with a Covaris S220 Focused‐ultrasonicator, at peak power 140 W, duty factor 10% and 200 Cycles/burst at 4°C. 5 μg H3K4me3 antibody (Abcam ab8580) coupled to anti‐Rabbit Dyna beads IgG (Invitrogen) was used per ChIP. Beads were pelleted and washed 1X with low salt, 2X with high salt, 3X with LiCl wash buffers (Millipore Sigma), and 2X with TE buffer (10 mM Tris‐HCl, 1 mM EDTA). DNA was eluted using elution buffer (4% SDS, 0.1 M NaHCO_3_) at 65°C for 2 h. Beads were removed, and crosslinks reversed overnight at 65°C. DNA isolation was performed using 25:24:1 phenol:chloroform:isoamyl alcohol, ethanol precipitation of DNA for 1 h at −20°C, and resuspension in 100 μl water. Libraries were generated by Genewiz (2 × 150 bp paired‐end sequencing; Illumina HiSeq).

### 4.8 Processing of ChIP‐Seq datasets

Raw sequencing reads (fastq files) were processed as previously described (Webb et al., 2016) with minor modifications for alignment to mm10. For publicly available datasets, fastq files were downloaded from ArrayExpress and Gene Expression Omnibus repositories. Briefly, after mapping with Bowtie2, duplicate reads were marked with Picard and removed with SAMtools. MACS was used to call peaks using the following commands: “macs2 ‐t ChIP.bam ‐c Input.bam ‐f BAM ‐g mm ‐B ‐q 0.001 ‐‐nomodel ‐‐extsize 150 ‐‐keepdup all”. For the CTCF ChIP‐seq dataset, q‐value cutoff of 1E‐8 was used. For the H3K4me3 and H3K27ac ChIP‐Seq datasets, an additional parameter of “‐‐broad” was used with “‐q 0.05 ‐‐broad‐cutoff 0.01”. Correlation plots for H3K4me3 ChIP‐seq signals were generated by deepTools “plotCorrelation” function. Peaks were assigned to genes using GREAT, with a window to −2 kb/+2 kb around TSSs. H3K27ac and p300 binding enrichment in dynamic chromatin was performed using NGS plot. ChIP‐seq datasets: E‐MTAB‐1423 (H3K27ac, p300 quiescent and activated NS5 cells, NFI quiescent NS5 cells), GSE48336 (ASCL1), GSE29184 (H3K4me3 in adult and embryonic mouse tissues), GSE85185 (CTCF from postnatal day 1 NSPCs).

### 4.9 RNA‐seq datasets

Generation and analysis of RNA‐seq datasets were described previously (Sequence Read Archive accession number SRP075993 for *in vivo* dataset) (Leeman et al., 2018; Martynoga et al., 2013). For this study, published normalized expression and fold change values were used.

### 4.10 RNA‐seq library preparation

Total RNA from quiescent and activated NSPCs was isolated from 2 × 10^5^ cells with the RNeasy mini kit (Qiagen). Samples were collected in triplicate for each age group and condition. PolyA libraries were generated using the NEB Next Ultra II library kit and sequenced by Genewiz.

### 4.11 RNA‐seq data processing

Transcripts were processed as previously described in the “new Tuxedo protocol” (Pertea et al., 2016). Briefly, Illumina adapters were removed using TrimGalore! (Version 0.4.0, Babraham Bioinformatics), and aligned to mm10 using Hisat2 (version 2.1.0) (Kim et al., 2015). Aligned reads were assembled using StringTie (version 1.3.4d) (Pertea et al., 2015), and expression level and transcripts were estimated. Differential expression was determined using DEseq2 (Love et al., 2014), FDR <0.05.

### 4.12 Violin plots and statistical analysis of differential expression

Violin plots were created in R using “ggplot2,” with the “geom_violin,” and “geom_boxplot” functions. Statistical analysis of the gene expression differences was performed using Wilcoxon rank sum test with continuity correction.

### 4.13 Venn diagrams and statistical analysis of overlaps

Venn diagrams were created in R using the “venneuler” package. Statistical analysis was performed using Fisher's exact test and all genes (with and without differential expression) (Martynoga et al., 2013) were used for the “background dataset.”

### 4.14 Lentiviral constructs and infection

gRNAs targeting a putative enhancer region upstream of *Aqp4* (chr18:15421139–15421834) were generated using GT‐Scan (O'Brien & Bailey, 2014) and selected based on minimal number of off‐targets. gRNAs (Table S7) were cloned into pLV‐U6‐gRNA‐UbC‐DsRed‐P2A‐Bsr (Addgene #83919) by Gibson assembly (Klann et al., 2017; Shalem et al., 2014). pLV‐dCas9‐KRAB‐PGK‐HygR (Addgene #83890) was described previously (Klann et al., 2017). Lentiviruses were produced in HEK293T cells using polyethylenimine (Polysciences) transfection with the packing plasmids PMDL, VSV‐G, and RSV (Durocher et al., 2002). After 24 h, transfection media was replaced with NSPC growth media and collected 24 hours later. To generate dCas9‐KRAB‐expressing cells, NSPCs were plated on poly‐D‐lysine at 50,000 cells/cm^2^ and infected with 1:1 ratio of growth media to viral supernatant. Virus was replaced with growth media after 24 hours. 3 days after infection, cells were selected with 700 µg/ml Hygromycin (Fisher Scientific) for 6 days. dCas9‐KRAB‐expressing NSPCs were induced into quiescence as described above, and simultaneously infected for 24 h with 1:1 ratio of growth media to gRNA lentiviral supernatant. RNA was collected 7 days after infection.

### 4.15 RT‐qPCR

Total RNA was isolated using the QIAGEN RNeasy kit with on column DNase digestion (QIAGEN). 250–500 ng RNA was used for reverse transcription, which was performed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). qPCRs were performed using Powerup SybrGreen Master Mix (Invitrogen) and run on an Applied Biosystems ViiA 7 Real‐Time PCR System. See Supplemental Table S7 for primer sequences used.

### 4.16 Motif analysis

Motif analysis was performed using the Homer findGenomeMotifs.pl tool (Heinz et al., 2010). Default settings (200 bp window) were used in all analyses, and *P*‐values from the Homer Known Motif Enrichment Results are reported. In cases where a motif appeared multiple times, only the top (smallest) *P*‐value is reported.

### 4.17 ElemeNT analysis

Core promoter analysis was performed using ElemeNT command line version 13 (Sloutskin et al., 2015). Constitutively accessible promoters of upregulated genes in NSC activation *in vivo* were divided into quartiles by rank (FDR). To detect element motifs, −50/+50 bp window around stably open TSS was analyzed. For each element, the positions from the input start position and corresponding PWM scores were reported. For enrichment analysis, −50/+50 bp window around TSS for all constitutively accessible gene promoters was used as background. Enrichment significance was calculated using the hypergeometric distribution and adjusted by Bonferroni correction. Only genes with element motifs in biologically relevant positions (−30/‐31 to −23/‐24 from TSS for the TATA box element, −1 to +6 from the TSS for the TCT motif, with −10/+10 bp allowance around expected positions) were highlighted.

### 4.18 Functional annotation

Functional annotation of genes was performed using Ingenuity Pathway Analysis (Kramer et al., 2014). PANTHER Classification System 16.0 was used for Gene Ontology biological process analysis (Mi et al., 2020), and *p*‐values were calculated by the binomial statistic, with Benjamini–Hochberg correction (Benjamini & Hochberg, 1995). Enriched biological processes and pathways were plotted in R using “ggplot2.”

### 4.19 Meta‐analysis of motif and transcription factor enrichment and network prediction

Unique motifs in genes upregulated and downregulated with *in vivo* NSC activation were identified using sequential analysis with Homer, LISA (epigenetic Landscape In Silico deletion analysis) (Qin et al., 2020), and iRegulon (Janky et al., 2014). Cytoscape (Shannon et al., 2003) was used to connect the transcription factors to their target genes, displaying regulation as interactions and genes as nodes. Differentially expressed genes that were not predicted to be regulated were excluded from network displays. Note that for the downregulated network, iRegulon's predicted transcription factor was FOXN, a member of the Forkhead transcription factor family. We verified that 87% of the predicted targets (39 out of 45 genes) were binding targets of FOXO3 in NSPCs (Webb et al., 2013).

## CONFLICT OF INTEREST

A.E.W. is a scientific co‐founder of Bolden Therapeutics, a company founded to develop treatments to replenish neurons in the adult brain.

## AUTHOR CONTRIBUTIONS

S.M‐L. and A.E.W. conceived and designed the study. S.M‐L. and S.D. harvested primary mouse NSPCs for experiments. S.M‐L. performed ATAC‐seq and ChIP‐seq with the supervision of A.E.W. S.M‐L. performed processing and analysis of all datasets. A.K.B. performed immunocytochemistry experiments. M.Y. set up the dCas9‐KRAB system. All remaining experiments were done by S.M‐L. A.S. and T.J‐G provided guidance on core promoter analysis, as well as helpful comments on the manuscript. S.M‐L and A.E.W. prepared the manuscript.

## Supporting information

Fig S1‐8 Click here for additional data file.

Table S1 Click here for additional data file.

Table S2 Click here for additional data file.

Table S3 Click here for additional data file.

Table S4 Click here for additional data file.

Table S5 Click here for additional data file.

Table S6 Click here for additional data file.

Table S7 Click here for additional data file.

Table S8 Click here for additional data file.

Table S9 Click here for additional data file.

Table S10 Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

## Data Availability

Datasets are available through Gene Expression Omnibus accession number GSE161578. The code will be released at: https://www.github.com/Webb‐Laboratory/. All other resources used for this study are available through the corresponding author.

# Supplementary material for: Changing and stable chromatin accessibility supports transcriptional overhaul during neural stem cell activation and is altered with age
**Source:** Aging Cell. 2021 Oct 23;20(11):e13499. doi: 10.1111/acel.13499
**Supplement:** Supplementary file 1 — Fig S1‐8

Fig. S1

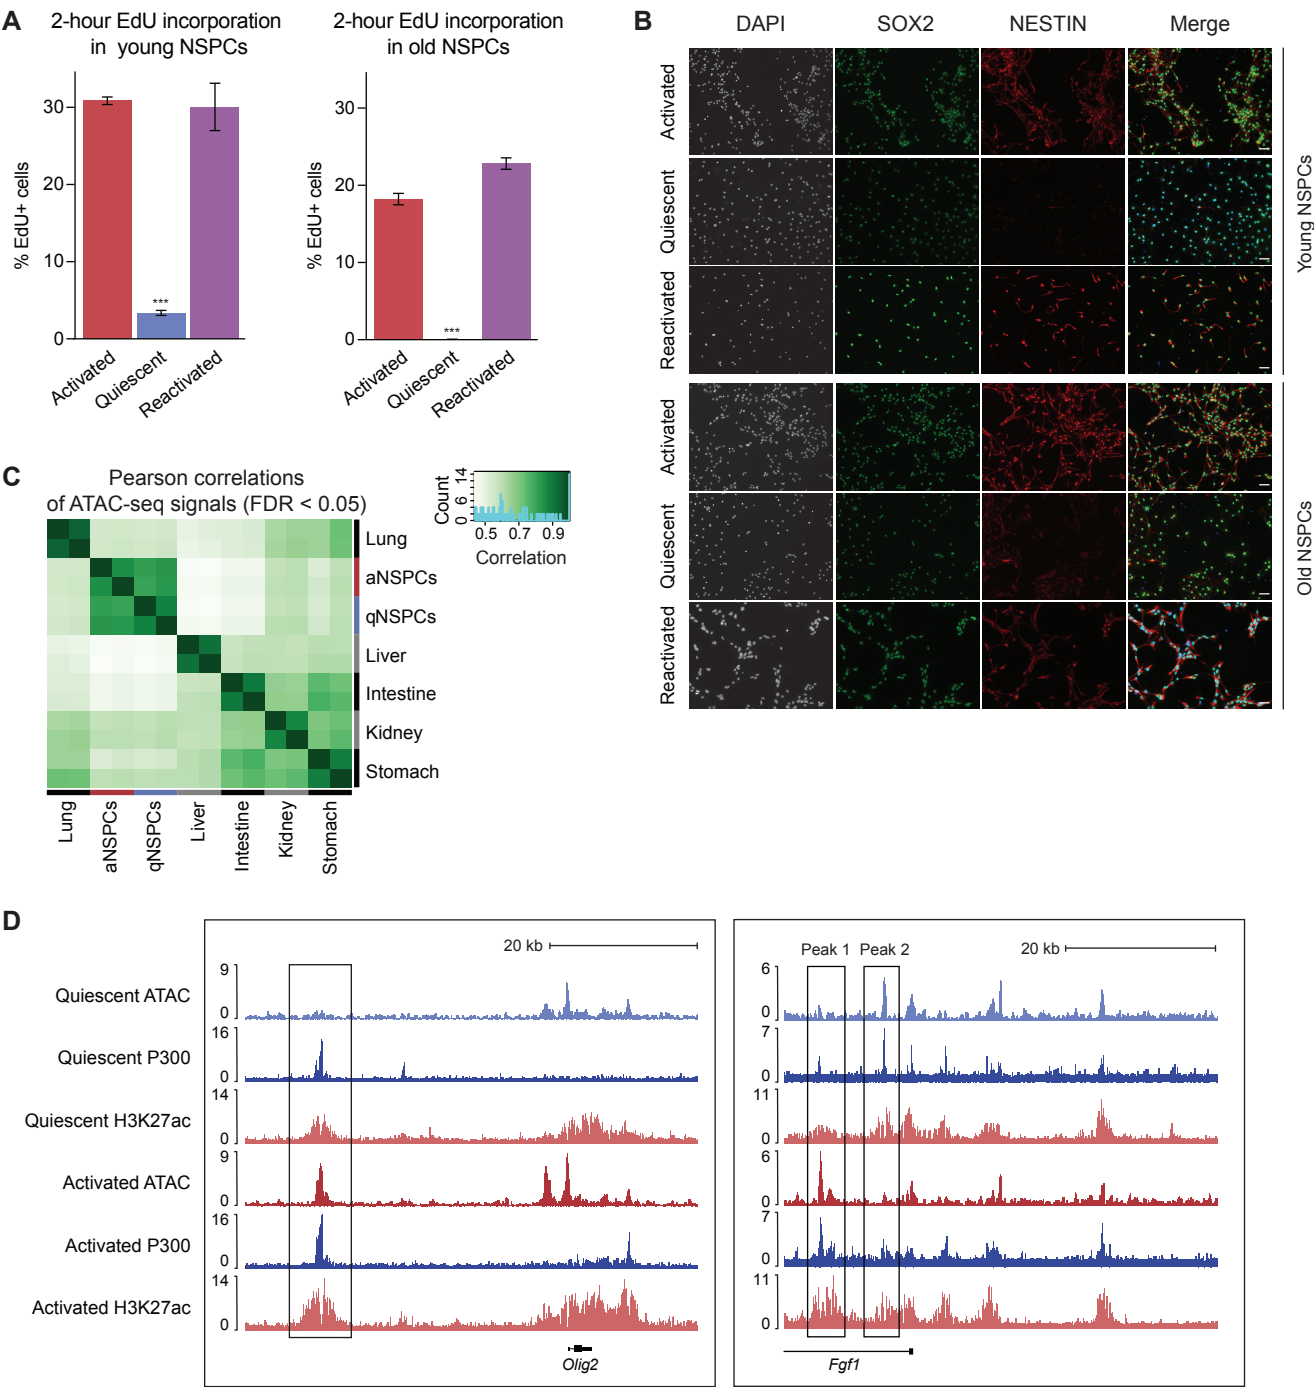

Fig. S2

**A** AQ and AA sites in differentially expressed genes (in vitro NS5 RNA-seq)

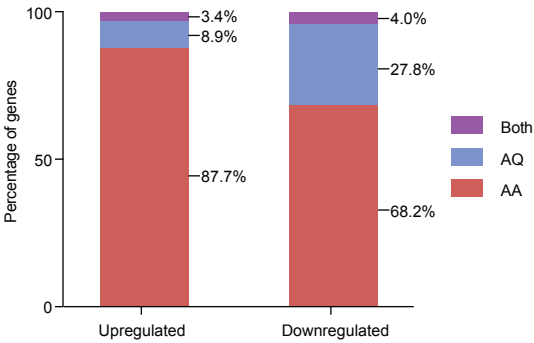

**B** Differentially expressed genes in NSPC activation with unchanged or dynamic chromatin (in vitro NS5 RNA-seq)

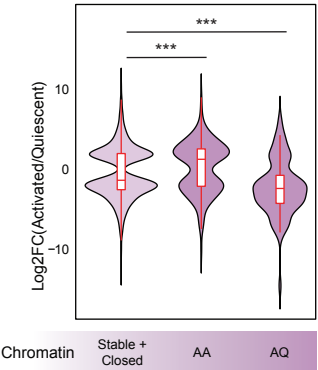

**C** Differentially expressed genes in NSC activation with AA and AQ chromatin sites (in vitro NS5 RNA-seq)

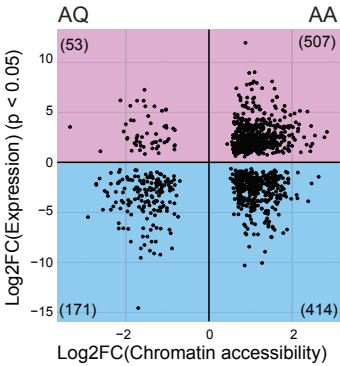

**D** Upregulated genes in common

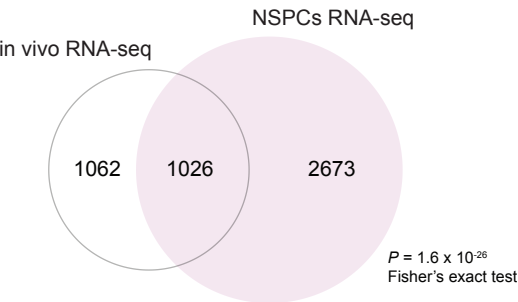

Downregulated genes in common

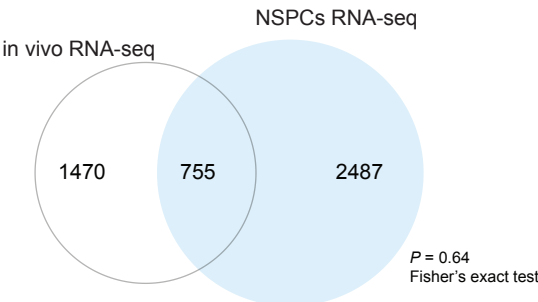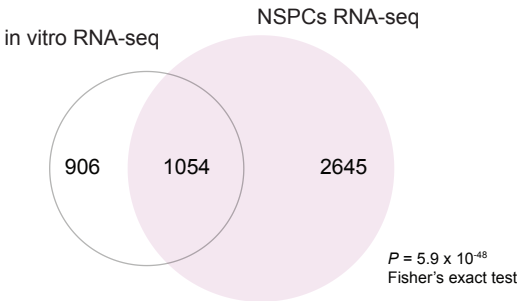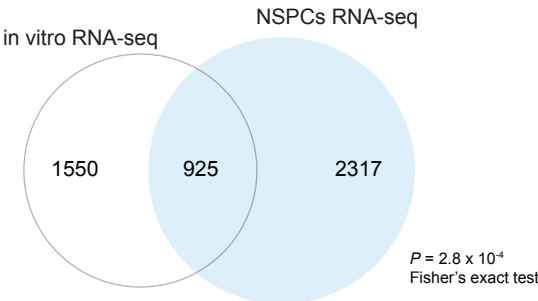

Fig. S3

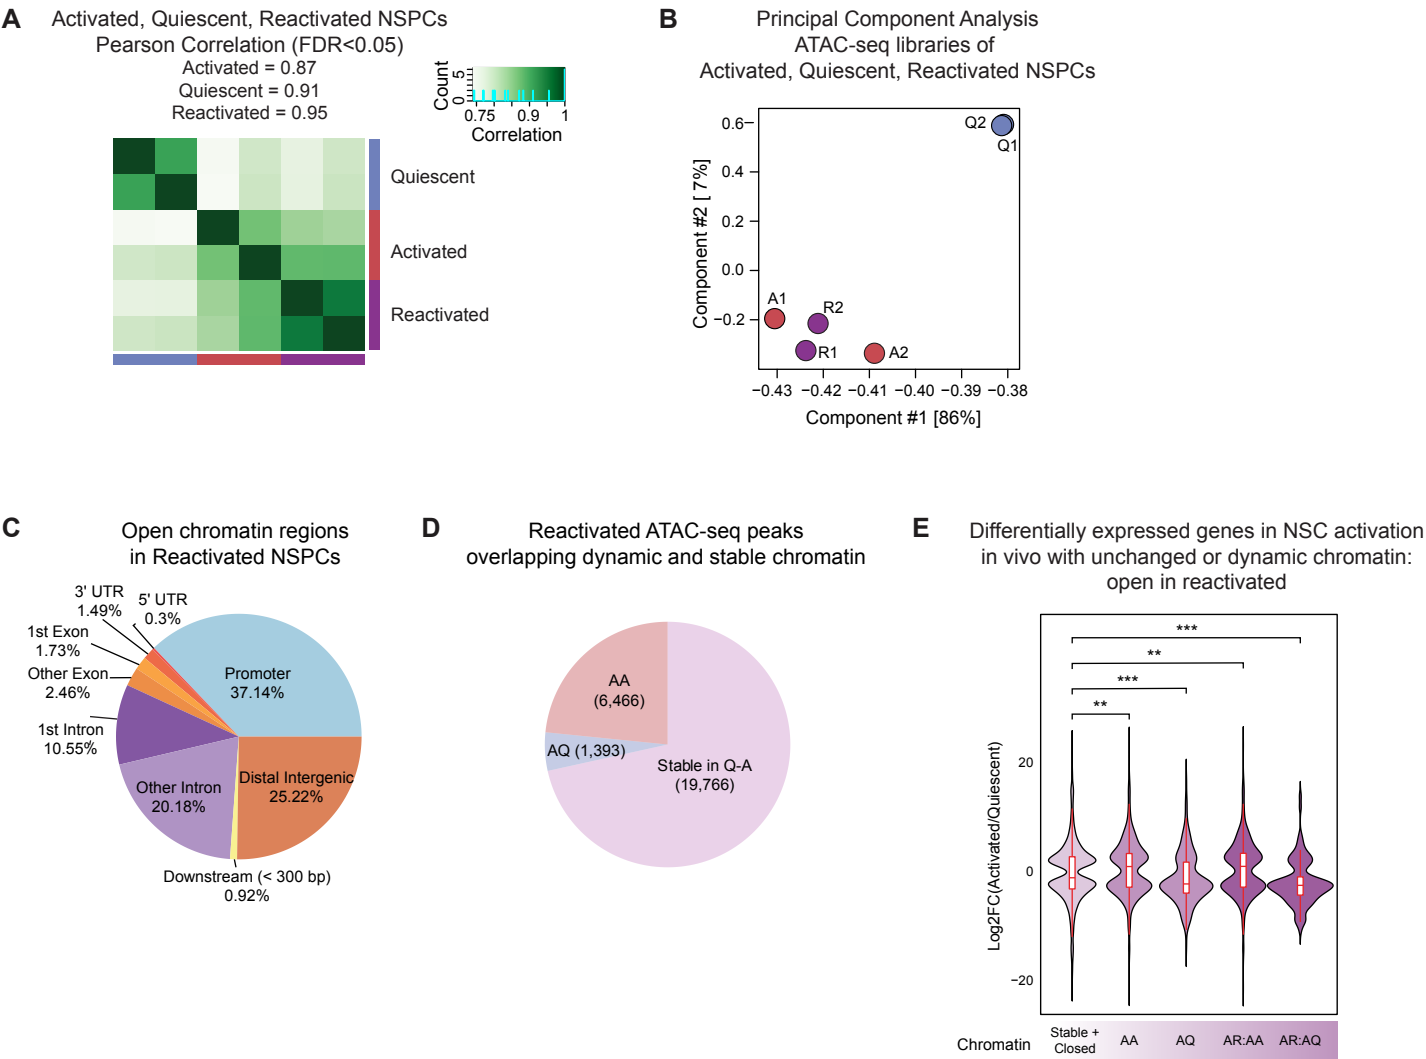

Fig. S4

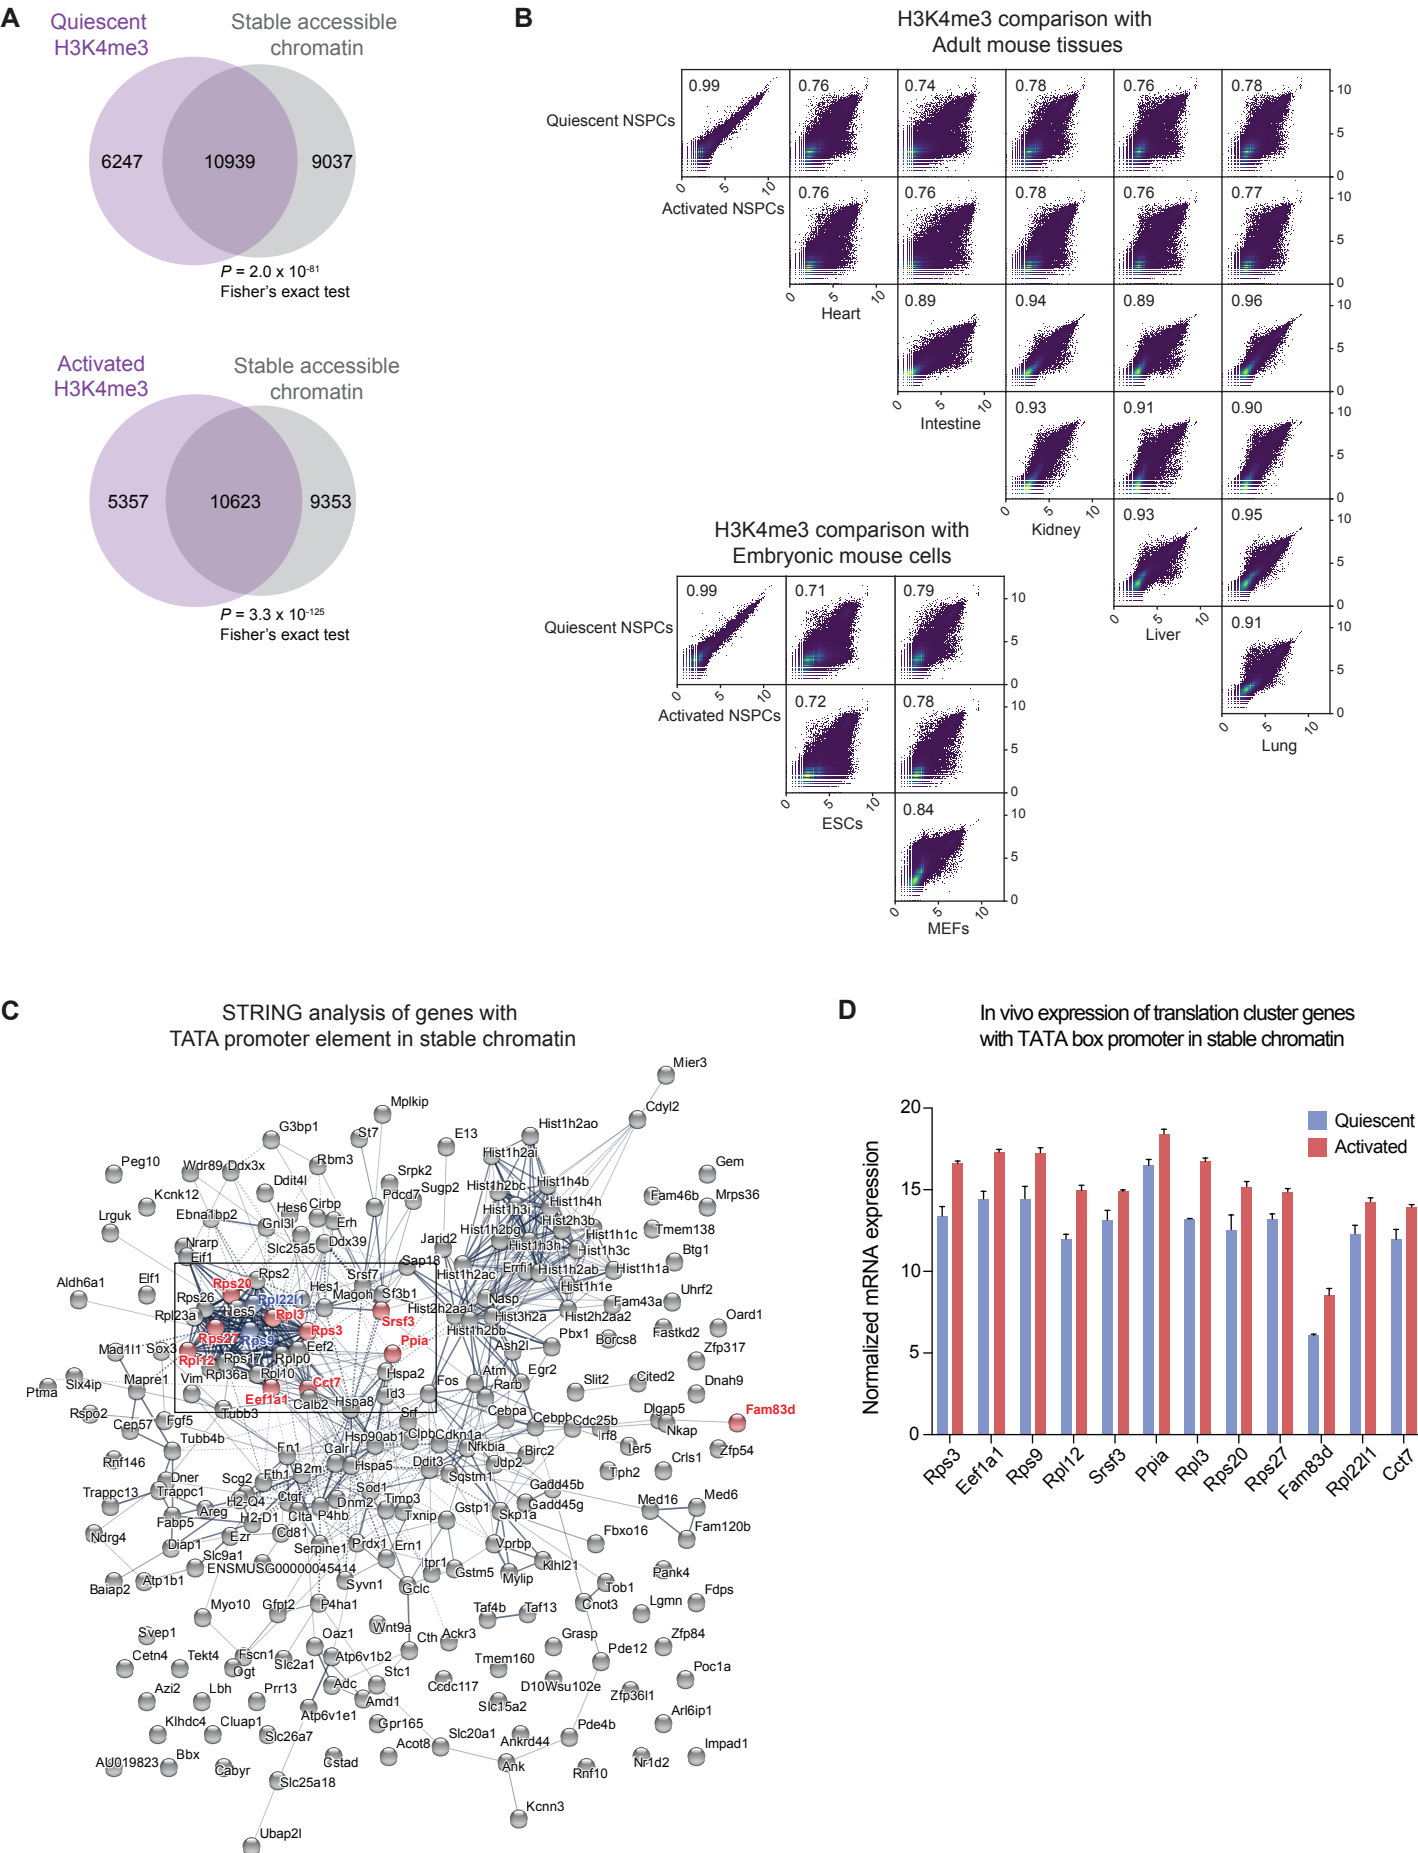

Fig. S5

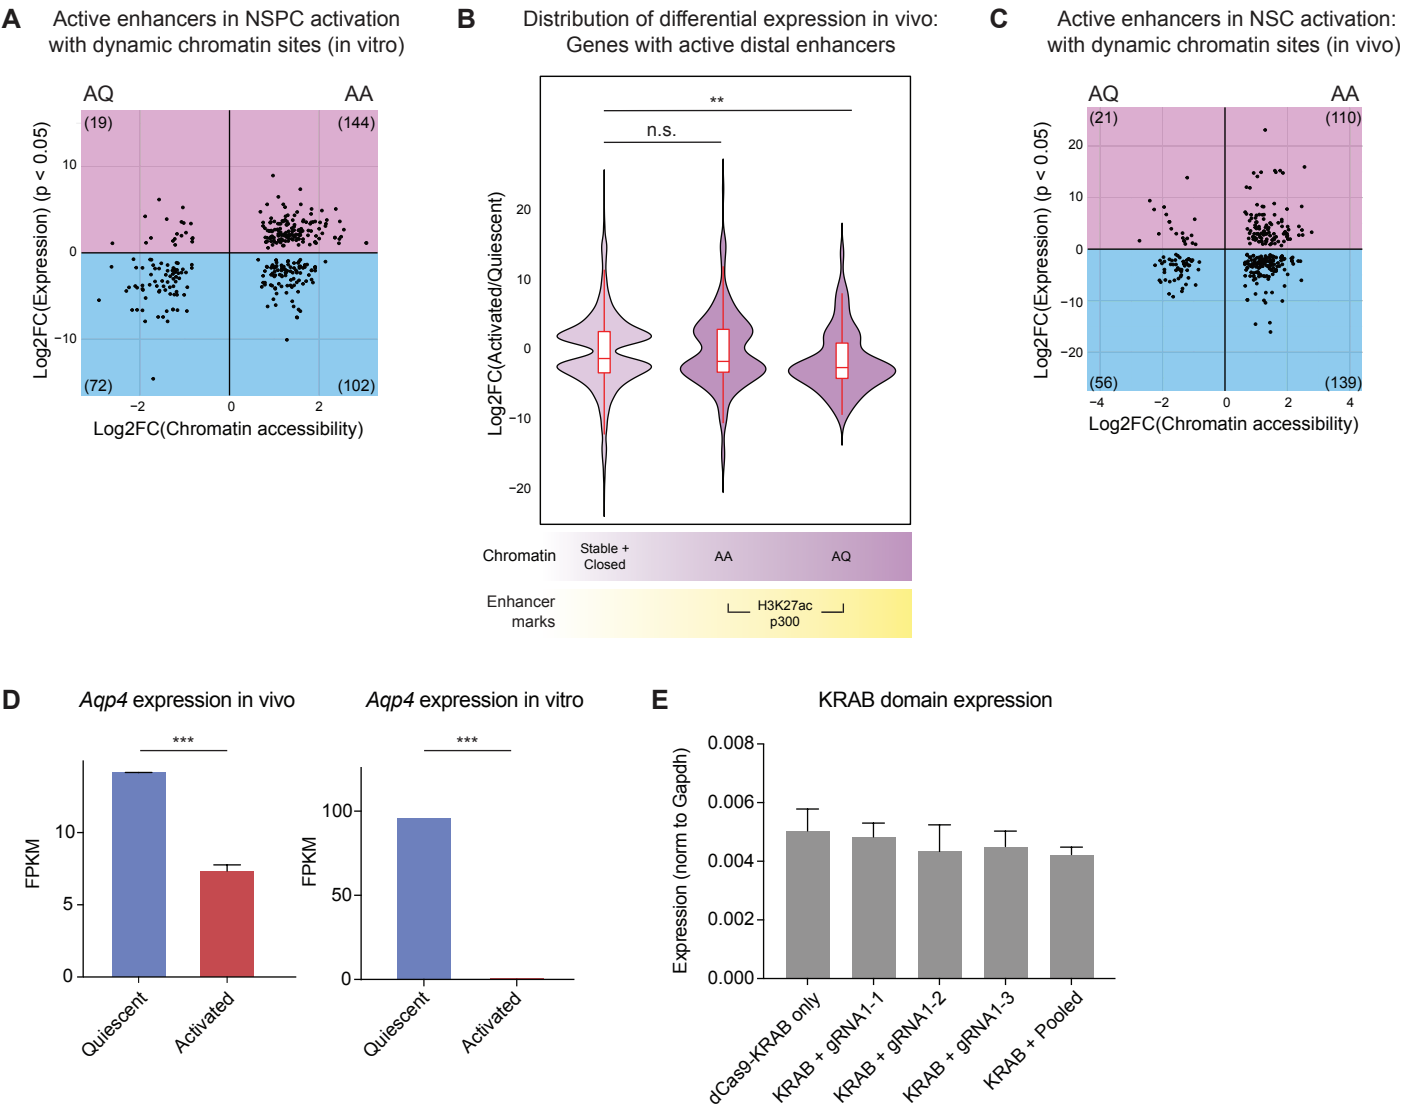

Fig. S6

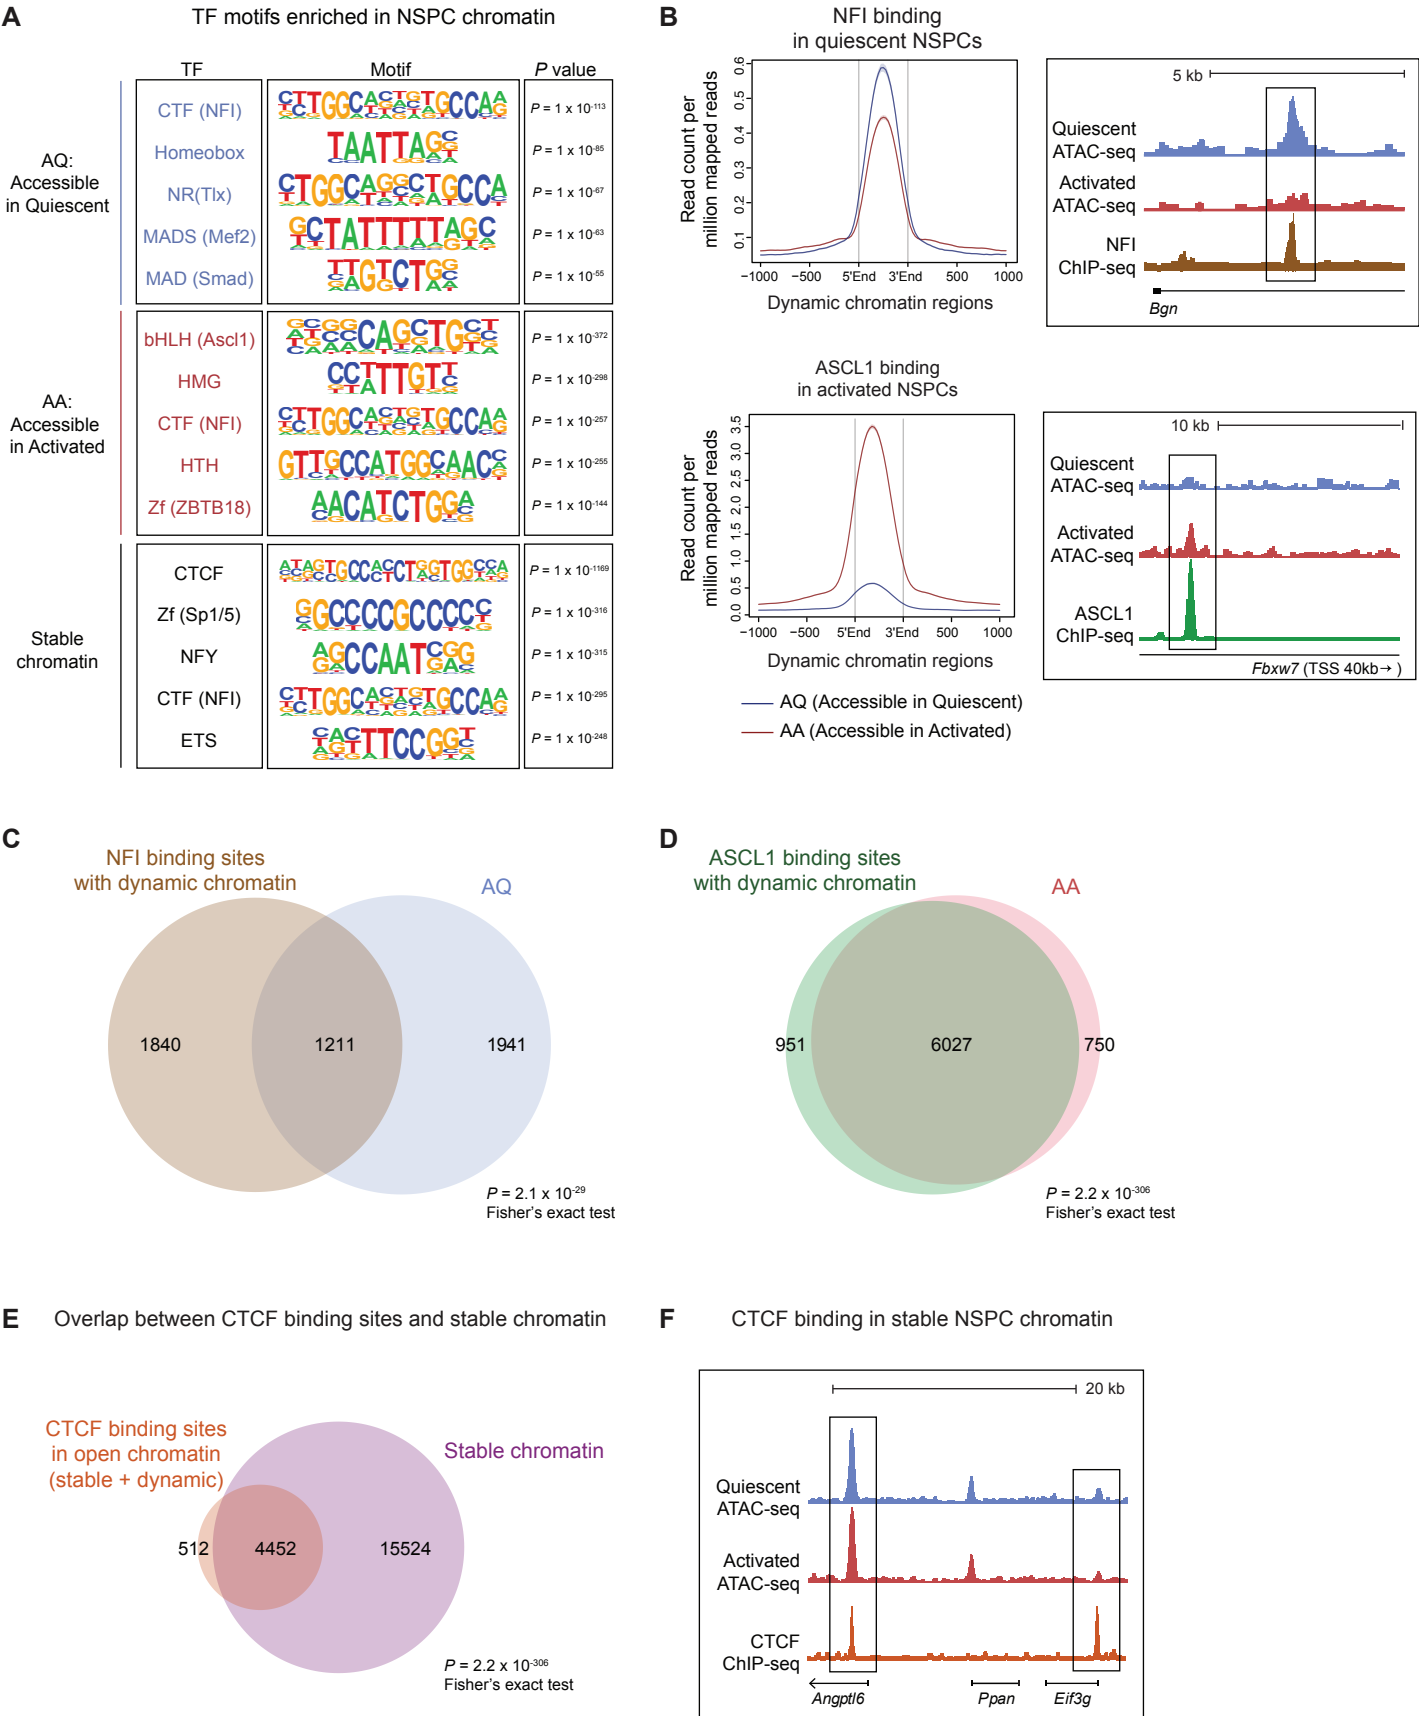

Fig. S7

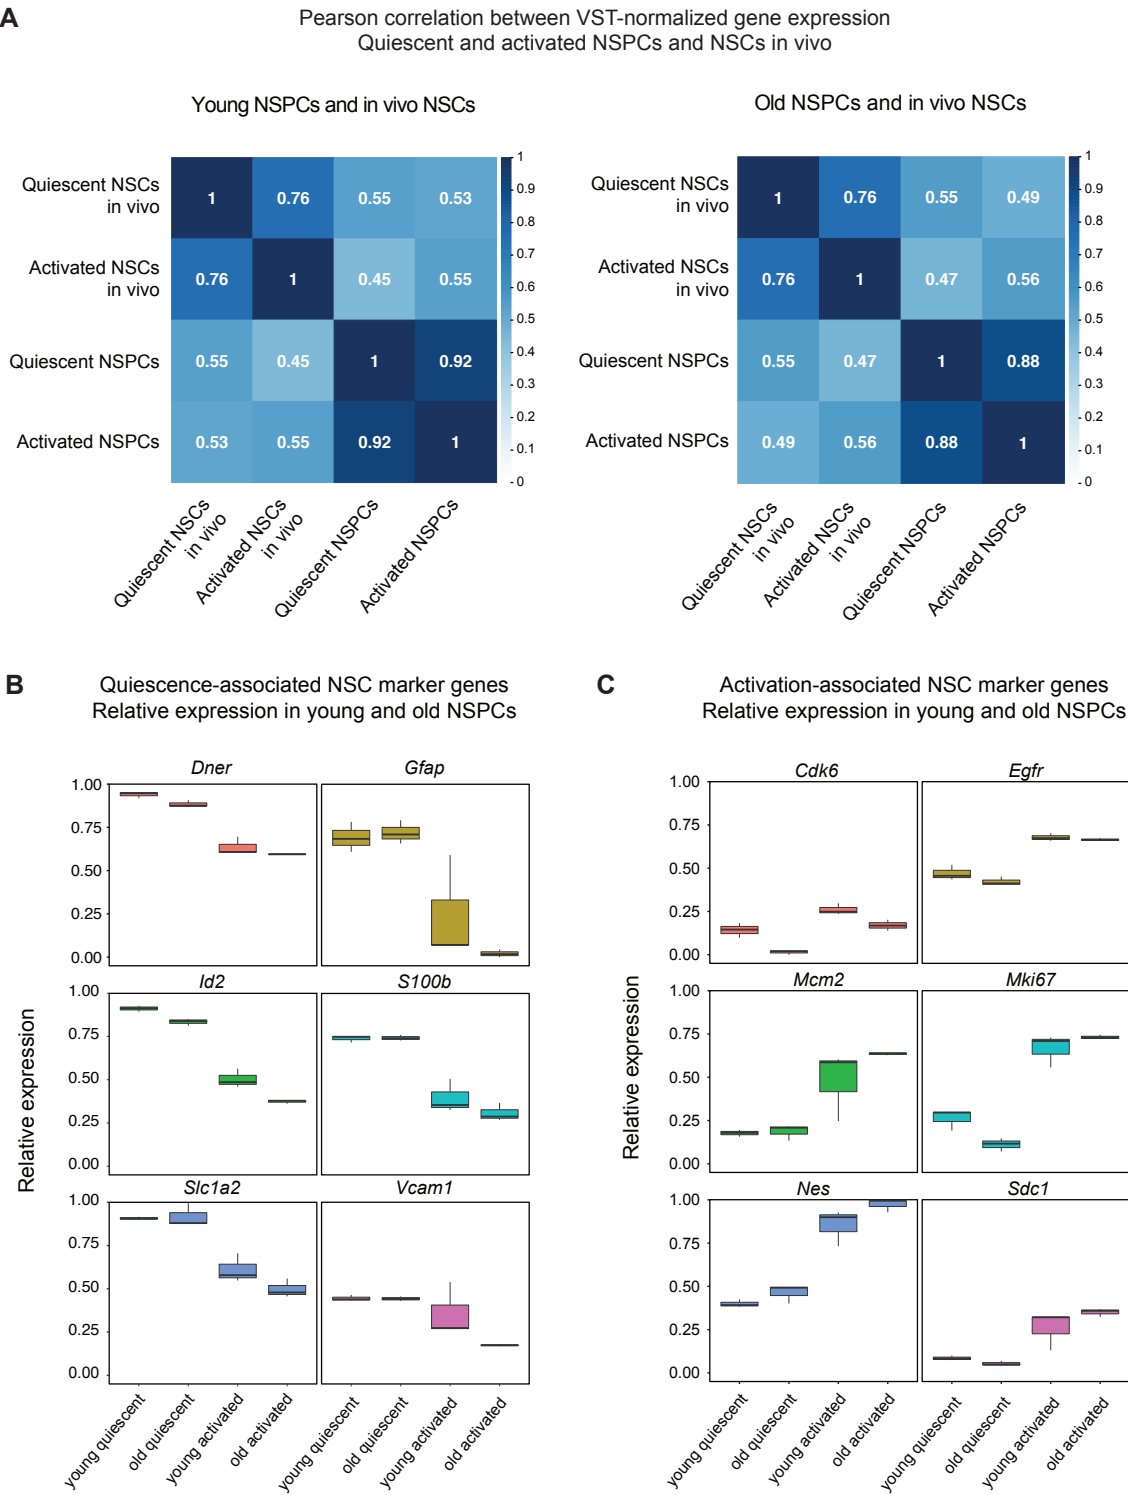

Fig. S8

Reactome pathway analysis:  
Age-associated loss in chromatin accessibility in quiescent NSPCs

| Parent Pathway           | Pathway Name and Identifier                                                                | P-value (FDR = n.s.) | Genes                     |
|--------------------------|--------------------------------------------------------------------------------------------|----------------------|---------------------------|
| Disease of metabolism    | Defective EXT1 causes exostoses 1, TRPS2 and CHDS (R-HSA-3656253)                          | 0.01                 | <i>Sdc2;Gpc5;Agn;Gpc6</i> |
|                          | Defective EXT2 causes exostoses 2 (R-HSA-3656237)                                          | 0.01                 |                           |
|                          | Defective B3GALT6 causes EDSP2 and SEMDJL1 (R-HSA-4420332)                                 | 0.03                 |                           |
|                          | Defective B4GALT7 causes EDS, progeroid type (R-HSA-3560783)                               | 0.03                 |                           |
|                          | Defective B3GAT3 causes JDSSDHD (R-HSA-3560801)                                            | 0.03                 |                           |
| Metabolism               | Alanine metabolism (R-HSA-8964540)                                                         | 0.04                 | <i>Gpt2</i>               |
| RNA Pol II transcription | FOXO-mediated transcription of cell cycle genes (R-HSA-9617828)                            | 0.01                 | <i>Btg1;Pcbp4;Gadd45a</i> |
|                          | TFAP2 (AP-2) family regulates transcription of other transcription factors (R-HSA-8866906) | 0.03                 |                           |
|                          | RUNX2 regulates genes involved in cell migration (R-HSA-8941332)                           | 0.04                 |                           |
| Innate immune system     | Alternative complement activation (R-HSA-173736)                                           | 0.04                 | <i>C3;Cfp</i>             |
|                          | Toll Like Receptor 3 (TLR3) Cascade (R-HSA-168164)                                         | 0.04                 |                           |
| Signal transduction      | NOTCH3 Intracellular Domain Regulates Transcription (R-HSA-9013508)                        | 0.04                 | <i>Maml2;Fabp7;Hey1</i>   |

# Supplementary material for: Changing and stable chromatin accessibility supports transcriptional overhaul during neural stem cell activation and is altered with age
**Source:** Aging Cell. 2021 Oct 23;20(11):e13499. doi: 10.1111/acel.13499
**Supplement:** Supplementary file 12 — Supplementary Material

**Changing and stable chromatin accessibility supports transcriptional overhaul during neural stem cell activation and is altered with age**

Sun Y. Maybury-Lewis^1^, Abigail K. Brown^1^, Mitchell Yeary^1^, Anna Sloutskin^2^, Shleshma Dhakal^1^, Tamar Juven-Gershon^2^, and Ashley E. Webb^1,3,4,^*

Abbreviated title: Chromatin states in neural stem cell aging

**Supporting Information**

**Fig. S1. Activated and BMP4-induced quiescent NSPCs express NSC markers and are distinct from other cell types in their open chromatin profiles.** (A) Percentage of EdU-positive cells in activated, quiescent, and reactivated states. (n = 3, ****P* < 0.001, Student’s t-test, mean ± SD). (B) SOX2 and NESTIN expression in activated, quiescent, and reactivated NSPCs from young (top) and old (bottom) brains. Green, SOX2; red, NESTIN. Scale bar represents 100 microns. (C) Pearson correlation of ATAC-seq signals among quiescent and activated NSPCs and other mouse tissues (lung, liver, intestine, kidney, stomach). (D) UCSC genome browser snapshots of *Olig2* (left) and *Fgf1* (right) loci with quiescent and activated ATAC-seq, H3K27ac and p300 ChIP-seq tracks marking active enhancers.

**Fig. S2. Dynamic chromatin regions are associated with differential expression of genes between quiescent and activated states *in vitro*.** (A) Percentages of differentially expressed genes NS5-derived neural progenitors *in vitro* that contain dynamic (AQ or AA) chromatin sites, or both. (B) Comparison of differential expression of genes with chromatin showing no change (constitutively accessible and closed chromatin) and AA and AQ dynamic chromatin (****P* < 0.001, Wilcoxon rank sum test). (C) Scatterplot depicting fold change in chromatin accessibility versus fold change in associated gene expression *in vitro* (FDR < 0.05). Each dot is a dynamic site that is associated with a differentially expressed gene, and the total number of sites in each quadrant is shown in parentheses. Downregulated genes are enriched in AQ sites (*P* = 3.2 x 10^-12^, Fisher’s exact test). (D) Venn diagrams depicting overlap of differentially expressed genes across RNA-seq datasets (*in vivo* NSCs, *in vitro* NS5 cells, cultured primary NSPCs).

**Fig. S3. The chromatin accessibility profile of reactivated NSPCs resembles that of activated NSPCs.** (A) Pearson correlation coefficient r (0.87 in activated, 0.91 in quiescent, 0.95 in reactivated) in ATAC-seq signals between biological replicates in activated, quiescent, and reactivated conditions. (B) Principal component analysis of biological replicates in activated, quiescent, and reactivated ATAC-seq. (C) Genomic distribution of all open chromatin regions in reactivated NSPCs. (D) Overlaps among open chromatin regions in reactivated NSPCs and stable or dynamic (AA or AQ) chromatin regions in quiescent and activated NSPCs. (E) Comparison of differential expression *in vivo* (fold change) between genes with chromatin with no change, AA chromatin, AQ chromatin, AA chromatin accessible in reactivated NSPCs (AR:AA), and AQ chromatin accessible in reactivated NSPCs (AR:AQ) (****P* < 0.001, ***P* < 0.01, Wilcoxon rank sum test).

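For reactivated NSPCs, the Jaccard index between the replicates was 0.687. The Pearson r of log2 fold enrichment was 0.650 across 110660 pairs of overlapping peaks, and 0.892 with a value per merged site, a choice made after the data were seen. Over all 3 states, replicates were more similar than libraries of different states by 0.191 on average. No other of the 15 ways of pairing the 6 libraries gave as large a difference (exact permutation test, one-sided p = 0.0667, the smallest p that 15 pairings allow).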

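As read counts were not analysed here, the similarity of peak lists was compared between the states in place of principal components. The Jaccard index was 0.440 ± 0.0499 (SD, 4 pairs of libraries) between activated and reactivated NSPCs and 0.398 ± 0.0152 between quiescent and reactivated NSPCs. Activated replicate 1 was closer to the reactivated libraries, at 0.482 and 0.485, than activated replicate 2, at 0.396 and 0.398, which overlapped the range from 0.381 to 0.417 of the quiescent libraries. With all lists limited to 47037 peaks, the index was 0.545 ± 0.0262 between activated and reactivated NSPCs. It was then 0.468 ± 0.0173 between quiescent and reactivated NSPCs, and the ranges, 0.522 to 0.570 and 0.447 to 0.489, did not overlap.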

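In reactivated NSPCs, promoters held 38.2% ± 0.377 of peaks (SD, n = 2 libraries), introns 31.1% ± 0.250, intergenic sequence 26.5% ± 0.300 and exons 4.22% ± 0.172. With lists of equal length, the promoter share rose to 49.9%, since the strongest peaks of a list lie more often at promoters. It was then the highest of the states, against 45.2% in quiescent and 48.0% in activated NSPCs. With the lists as deposited it was the lowest, so the order of the states depended on list length.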

**Fig. S4. 

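H3K4me3 peaks were compared with ATAC-seq sites in each state on its own. A quiescent H3K4me3 peak overlapped 46.01% of shared sites, and an activated one 43.96%. Conversely, 81.5% of quiescent and 83.7% of activated H3K4me3 peaks overlapped a shared site. Of the quiescent H3K4me3 peaks, 79.6% lay within 1 kb of a TSS, and of the activated ones, 83.2%. The 1564 peaks found only in quiescent and the 332 found only in activated NSPCs were narrow, with median widths of 369 and 350.5 bp. Their median percentile of fold enrichment within a list was 6.72 and 3.92.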

Constitutively accessible chromatin regions in NSPCs are enriched with cell type-specific active promoter marks and specific core promoter elements.** (A) Overlaps between stably open chromatin sites and H3K4me3-enriched sites in quiescent NSPCs (top) (*P* = 2.0 x 10^-81^, Fisher’s exact test) and activated NSPCs (bottom) (*P* = 3.3 x 10^-125^, Fisher’s exact test). (B) Pearson correlation coefficient r among H3K4me3 ChIP-seq signals from quiescent and activated NSPCs and published adult mouse tissues (top) and embryonic mouse cells (bottom). Correlation coefficients are shown in upper left corner of each plot. (C) STRING analysis of all genes with the TATA box motif in constitutively accessible promoters. Genes upregulated in aNSCs *in vivo* compared to quiescent cells with the TATA box motif within biologically relevant positions (-40/-41 to -13/-14 bp from TSS) are shown in red. Genes containing both the TATA box and TCT motifs (-11 to +16 bp from TSS) in their promoters are shown in blue. The top quartile of upregulated genes are clustered together, consisting of ribosomal and translation-related genes (boxed). (D) Normalized mRNA expression values from quiescent and activated *in vivo* NSCs RNA-seq. A cluster of ribosomal and translation-associated genes are consistently upregulated in NSC activation, and harbor the TATA box motif in their core promoters (-40/-41 to -13/-14 bp from TSS).

**Fig. S5. Active enhancers in dynamic chromatin and their association to differential gene expression.** (A) Scatterplot depicting fold change in chromatin accessibility at active enhancers versus fold change in associated gene expression in NS5-derived progenitors *in vitro* (FDR < 0.05). Each dot is a dynamic site with active enhancer marks associated with a differentially expressed gene, and the total number of sites in each quadrant is shown in parentheses. (B) Comparison of differential expression in vivo between genes with no changes in chromatin and genes with active enhancers in dynamic chromatin (***P* < 0.01, Wilcoxon rank sum test). (C) Scatterplot showing fold change in chromatin accessibility versus fold change in associated gene expression *in vivo* (FDR < 0.05). Display is as described in (A). (D) Differential expression of *Aqp4* in quiescent and activated NSCs *in vivo* (left) and cultured NS5 cells (right). *Aqp4* is significantly upregulated in quiescent cells (***FDR < 0.001). (E) RT-qPCR analysis of the KRAB repressor domain in NSPCs infected with lentiviruses carrying dCas9-KRAB and gRNAs (n = 3 experiments, mean ± SD).

Fig. S6. Dynamic chromatin sites are bound by NFI and ASCL1, major regulators of NSPCs, while stable chromatin sites are enriched for CTCF. (A) Summary of Homer motif analysis in AQ, AA, and constitutively accessible chromatin regions. The top 5 most highly enriched motifs are shown for each chromatin state. (B) Pan-NFI (top) and ASCL1 (bottom) ChIP-seq signals from quiescent and activated NSPCs plotted in 5’ to 3’ direction in dynamic chromatin regions (left). UCSC genome browser snapshots of a representative AQ chromatin site with NFI binding (top) and an AA chromatin site with ASCL1 binding (bottom) are shown on the right. (C) Overlap of NFI binding with AQ chromatin sites (*P* = 2.1 x 10^-29^, Fisher’s exact test). (D) Overlap of ASCL1 binding with AA chromatin sites (*P* = 2.2 x 10^-306^, Fisher’s exact test). (E) Overlaps between constitutively accessible chromatin and CTCF binding open chromatin sites (*P* = 2.2 x 10^-306^, Fisher’s exact test). (F) UCSC genome browser snapshot examples of constitutively accessible chromatin binding CTCF.

**Fig. S7. Changes in chromatin accessibility are detected in quiescent NSPCs with age.** (A) Pearson correlation r values between normalized gene expression in young cultured NSPCs and *in vivo* NSCs (left) and old cultured NSPCs and *in vivo* NSCs (right). (B) Normalized expression levels of quiescence-associated NSC marker genes from young and old NSPCs RNA-seq. (C) Normalized expression levels of activation-associated NSC marker genes from young and old NSPCs RNA-seq.

**Fig. S8. Summary of Reactome Pathway analysis in genes with differential accessibility in young and old quiescent NSPCs** Out of 672 genes associated with differentially accessible sites, 347 genes were found in the Reactome Knowledgebase (*P* < 0.05).

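Table S1 gives the read numbers of each ATAC-seq library and the peaks called in it. Its first tab lists 42980 and 46774 peaks for the quiescent, 46841 and 37880 for the activated, and 62017 and 62357 for the reactivated libraries as the paper's own counts. The other tabs list peaks by library, and only part of them was held here: the first 2000 of 47056 for quiescent replicate 1, 2000 of 52076 for quiescent replicate 2 and 784 of 52503 for activated replicate 1. Of these, 93.1%, 91.9% and 93.1% had a peak of the same summit and p in the deposited list of the same library. A row gives a peak's position and summit, the pileup of reads there, its −log10 p, its fold enrichment and its −log10 q.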

**Table S1.** Read numbers for ATAC-seq libraries and peak calling results.

**Table S2.** Summary of DiffBind differential accessibility analysis.

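Table S2 holds the paper's comparison of quiescent and activated NSPCs by DiffBind, a package that counts the reads of each library at every merged site and fits a count model across sites. A row gives a site, the mean log2 concentration of reads over all libraries and in each state, the log2 fold change between the states and its p and FDR. Of the tab of dynamic sites, 1999 of 9929 were held here, and of the tab of stable sites, 1999 of 19976. No overlap or enrichment was therefore computed with these tabs. Among the dynamic sites held, the median concentration was 6.48, and 5 sites, the first 4 and the ninth, were above 12. The first 4 match mitochondrial DNA over 100% of their length, with an identity between 97.2% and 100%.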

**Table S3.** Summary of GREAT gene assignments to dynamic and stable chromatin sites.

**Table S4.** Read numbers for H3K4me3 ChIP-seq libraries and peak calling results.

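Table S4 gives the reads and peaks of the H3K4me3 libraries. Its numbers of peaks, 17186 for quiescent and 15980 for activated NSPCs, are those of the deposited lists. For the input libraries it gives 207741780 and 210891414 reads. The peaks covered 32.6 Mb in quiescent and 29.7 Mb in activated NSPCs, and the widest had 24023 and 23281 bp.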

**Table S5.** Complete tables of Ingenuity Pathway Analysis (IPA) results.

**Table S6.** Complete tables of core promoter element analysis (ElemeNT) results.

**Table S7.** Oligonucleotide sequences for lentivirus experiments.

**Table S8.** Complete tables of iRegulon network inference results.

**Table S9**. Summary of 20-month-old ATAC-seq libraries and analyses.

**Table S10**. Quiescent and activated NSPCs RNA-seq from young and old mouse brains.

# Supplementary material for: Changing and stable chromatin accessibility supports transcriptional overhaul during neural stem cell activation and is altered with age
**Source:** Aging Cell. 2021 Oct 23;20(11):e13499. doi: 10.1111/acel.13499
**Supplement:** Supplementary file 13 — Supplementary Material

**Changing and stable chromatin accessibility supports transcriptional overhaul  
during neural stem cell activation and is altered with age**

Sun Y. Maybury-Lewis<sup>1</sup>, Abigail K. Brown<sup>1</sup>, Mitchell Yeary<sup>1</sup>, Anna Sloutskin<sup>2</sup>, Shleshma Dhakal<sup>1</sup>,  
Tamar Juven-Gershon<sup>2</sup>, and Ashley E. Webb<sup>1,3,4,\*</sup>

Israel.

Abbreviated title: Chromatin states in neural stem cell aging

## Supporting Information

### **Fig. S1. Activated and BMP4-induced quiescent NSPCs express NSC markers and are distinct from other cell types in their open chromatin profiles.**

(A) Percentage of EdU-positive cells in activated, quiescent, and reactivated states. ( $n = 3$ ,  $***P < 0.001$ , Student's  $t$ -test, mean  $\pm$  SD). (B) SOX2 and NESTIN expression in activated, quiescent, and reactivated NSPCs from young (top) and old (bottom) brains. Green, SOX2; red, NESTIN. Scale bar represents 100 microns. (C) Pearson correlation of ATAC-seq signals among quiescent and activated NSPCs and other mouse tissues (lung, liver, intestine, kidney, stomach). (D) UCSC genome browser snapshots of *Olig2* (left) and *Fgf1* (right) loci with quiescent and activated ATAC-seq, H3K27ac and p300 ChIP-seq tracks marking active enhancers.

### **Fig. S2. Dynamic chromatin regions are associated with differential expression of genes between quiescent and activated states *in vitro*.**

(A) Percentages of differentially expressed genes NS5-derived neural progenitors *in vitro* that contain dynamic (AQ or AA) chromatin sites, or both. (B) Comparison of differential expression of genes with chromatin showing no change (constitutively accessible and closed chromatin) and AA and AQ dynamic chromatin ( $***P < 0.001$ , Wilcoxon rank sum test). (C) Scatterplot depicting fold change in chromatin accessibility versus fold change in associated gene expression *in vitro* (FDR  $< 0.05$ ). Each dot is a dynamic site that is associated with a differentially expressed gene, and the total number of sites in each quadrant is shown in parentheses. Downregulated genes are enriched in AQ sites ( $P = 3.2 \times 10^{-12}$ , Fisher's exact test). (D) Venn diagrams depicting overlap of differentially expressed genes across RNA-seq datasets (*in vivo* NSCs, *in vitro* NS5 cells, cultured primary NSPCs).

### **Fig. S3. The chromatin accessibility profile of reactivated NSPCs resembles that of**

**activated NSPCs.** (A) Pearson correlation coefficient  $r$  (0.87 in activated, 0.91 in quiescent, 0.95 in reactivated) in ATAC-seq signals between biological replicates in activated, quiescent,

and reactivated conditions. (B) Principal component analysis of biological replicates in activated, quiescent, and reactivated ATAC-seq. (C) Genomic distribution of all open chromatin regions in reactivated NSPCs. (D) Overlaps among open chromatin regions in reactivated NSPCs and stable or dynamic (AA or AQ) chromatin regions in quiescent and activated NSPCs. (E) Comparison of differential expression *in vivo* (fold change) between genes with chromatin with no change, AA chromatin, AQ chromatin, AA chromatin accessible in reactivated NSPCs (AR:AA), and AQ chromatin accessible in reactivated NSPCs (AR:AQ) ( $***P < 0.001$ ,  $**P < 0.01$ , Wilcoxon rank sum test).

**Fig. S4. Constitutively accessible chromatin regions in NSPCs are enriched with cell type-specific active promoter marks and specific core promoter elements.** (A) Overlaps between stably open chromatin sites and H3K4me3-enriched sites in quiescent NSPCs (top) ( $P = 2.0 \times 10^{-81}$ , Fisher's exact test) and activated NSPCs (bottom) ( $P = 3.3 \times 10^{-125}$ , Fisher's exact test). (B) Pearson correlation coefficient  $r$  among H3K4me3 ChIP-seq signals from quiescent and activated NSPCs and published adult mouse tissues (top) and embryonic mouse cells (bottom). Correlation coefficients are shown in upper left corner of each plot. (C) STRING analysis of all genes with the TATA box motif in constitutively accessible promoters. Genes upregulated in aNSCs *in vivo* compared to quiescent cells with the TATA box motif within biologically relevant positions (-40/-41 to -13/-14 bp from TSS) are shown in red. Genes containing both the TATA box and TCT motifs (-11 to +16 bp from TSS) in their promoters are shown in blue. The top quartile of upregulated genes are clustered together, consisting of ribosomal and translation-related genes (boxed). (D) Normalized mRNA expression values from quiescent and activated *in vivo* NSCs RNA-seq. A cluster of ribosomal and translation-associated genes are consistently upregulated in NSC activation, and harbor the TATA box motif in their core promoters (-40/-41 to -13/-14 bp from TSS).

**Fig. S5. Active enhancers in dynamic chromatin and their association to differential gene expression.** (A) Scatterplot depicting fold change in chromatin accessibility at active enhancers versus fold change in associated gene expression in NS5-derived progenitors *in vitro* (FDR < 0.05). Each dot is a dynamic site with active enhancer marks associated with a differentially expressed gene, and the total number of sites in each quadrant is shown in parentheses. (B) Comparison of differential expression *in vivo* between genes with no changes in chromatin and genes with active enhancers in dynamic chromatin (\*\* $P < 0.01$ , Wilcoxon rank sum test). (C) Scatterplot showing fold change in chromatin accessibility versus fold change in associated gene expression *in vivo* (FDR < 0.05). Display is as described in (A). (D) Differential expression of *Aqp4* in quiescent and activated NSCs *in vivo* (left) and cultured NS5 cells (right). *Aqp4* is significantly upregulated in quiescent cells (\*\*FDR < 0.001). (E) RT-qPCR analysis of the KRAB repressor domain in NSPCs infected with lentiviruses carrying dCas9-KRAB and gRNAs (n = 3 experiments, mean  $\pm$  SD).

**Fig. S6. Dynamic chromatin sites are bound by NFI and ASCL1, major regulators of NSPCs, while stable chromatin sites are enriched for CTCF.** (A) Summary of Homer motif analysis in AQ, AA, and constitutively accessible chromatin regions. The top 5 most highly enriched motifs are shown for each chromatin state. (B) Pan-NFI (top) and ASCL1 (bottom) ChIP-seq signals from quiescent and activated NSPCs plotted in 5' to 3' direction in dynamic chromatin regions (left). UCSC genome browser snapshots of a representative AQ chromatin site with NFI binding (top) and an AA chromatin site with ASCL1 binding (bottom) are shown on the right. (C) Overlap of NFI binding with AQ chromatin sites ( $P = 2.1 \times 10^{-29}$ , Fisher's exact test). (D) Overlap of ASCL1 binding with AA chromatin sites ( $P = 2.2 \times 10^{-306}$ , Fisher's exact test). (E) Overlaps between constitutively accessible chromatin and CTCF binding open

chromatin sites ( $P = 2.2 \times 10^{-306}$ , Fisher's exact test). (F) UCSC genome browser snapshot examples of constitutively accessible chromatin binding CTCF.

**Fig. S7. Changes in chromatin accessibility are detected in quiescent NSPCs with age.**

(A) Pearson correlation  $r$  values between normalized gene expression in young cultured NSPCs and *in vivo* NSCs (left) and old cultured NSPCs and *in vivo* NSCs (right). (B) Normalized expression levels of quiescence-associated NSC marker genes from young and old NSPCs RNA-seq. (C) Normalized expression levels of activation-associated NSC marker genes from young and old NSPCs RNA-seq.

**Fig. S8. Summary of Reactome Pathway analysis in genes with differential accessibility in young and old quiescent NSPCs** Out of 672 genes associated with differentially accessible sites, 347 genes were found in the Reactome Knowledgebase ( $P < 0.05$ ).

**Table S1.** Read numbers for ATAC-seq libraries and peak calling results.

**Table S2.** Summary of DiffBind differential accessibility analysis.

**Table S3.** Summary of GREAT gene assignments to dynamic and stable chromatin sites.

**Table S4.** Read numbers for H3K4me3 ChIP-seq libraries and peak calling results.

**Table S5.** Complete tables of Ingenuity Pathway Analysis (IPA) results.

**Table S6.** Complete tables of core promoter element analysis (ElementNT) results.

**Table S7.** Oligonucleotide sequences for lentivirus experiments.

**Table S8.** Complete tables of iRegulon network inference results.

**Table S9.** Summary of 20-month-old ATAC-seq libraries and analyses.

**Table S10.** Quiescent and activated NSPCs RNA-seq from young and old mouse brains.

How the deposited data were processed for this re-analysis (not part of the article)

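ATAC-seq was done on NSPCs in the quiescent, activated and reactivated states, with 2 libraries per state, and H3K4me3 ChIP-seq on quiescent and activated NSPCs, with 1 library per state and an input library for each. The files analysed are lists of peaks, 1 per library.

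For ATAC-seq, the authors trimmed the reads, aligned them to mm10 with Bowtie2, removed duplicates and called peaks with MACS at an FDR of 0.05. They reduced the reads of the reactivated libraries before the calls. For H3K4me3, the authors called broad peaks with MACS against input at a q of 0.05 and a broad cutoff of 0.01, with reads extended to 150 bp. The fold enrichment in each deposited list is a ratio of the authors' pileup at the peak to the background, on a linear scale and not normalized between libraries. The deposited −log10 p-values and q-values were computed by the authors within each library and grow with its depth. The score that the authors deposited beside them is 10 times the −log10 q, as a whole number, and was not used. The deposited summit is an offset in bp from the start of the peak. The score and the summit were checked against the other columns of each list. The options of the MACS calls for ATAC-seq, beyond the FDR, are not stated in the paper's text.

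The pileup at each ATAC-seq summit and the background of each library were recovered from fold enrichment and p by the formulas of MACS, for peaks with a −log10 p up to 40. For at least 99.8% of the peaks used, a whole number of reads gave −log10 p to within 0.02% of its value. The background was proportional to the read pairs of Table S1 in all 6 libraries. It ranged from 6.01 to 12.1, and the lowest pileup that was called ranged from 16 to 25. Differences below these pileups were not detectable.

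Peaks on autosomes, X and Y were used. Consensus sites were made from the 4 quiescent and activated libraries by merging peaks that overlap or abut. A site was called shared with a peak in at least 1 library of each state, and specific with a peak in both libraries of a state and in neither of the other. Sites with a peak in 1 library were left out. An overlap needed 1 bp. A site counted as open in reactivated NSPCs, or as marked by H3K4me3, with a peak in both libraries concerned. Sites moved by 20 fixed distances, from 100 to 1000 kb in steps of 100 kb on either side, gave the share that chance gives. Shares of sites have exact binomial (Clopper-Pearson) 95% intervals. Shares of peaks per state have the SD over 2 libraries.

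Similarity of lists was the Jaccard index of covered bases, with an exact one-sided permutation test over all ways of pairing the libraries. Correlations were Pearson r of log2 fold enrichment over pairs of overlapping peaks, with no p, since peaks are not replicates. Promoters were 1 kb on each side of any TSS in GENCODE M21, followed in order by exons, introns and intergenic sequence. Motifs were exact matches in GRCm38.p6 to TGGCNNNNNGCCA and TTGGC (NFI) and CCASYAGRKGGC (CTCF). Nuclear copies of mitochondrial DNA were found with BLAST+ 2.17.0. Runs of at least 20 equal bases were found by a search of the genome. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for all steps, bedtools 2.31.1 for a check of the Jaccard index, and matplotlib 3.10.9 for figures.

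The classes of sites, the Jaccard index, the correlation, the recovery of pileups and the search for CTCF motifs were tested on simulated data, and the other steps were not. For 3800 simulated sites, the number of sites in each class was recovered (100%). The class of each single site was not compared, and the sites lay apart, so the merging of neighbouring sites was not tested. The pileup was recovered for 100% of 2420 simulated peaks, and 100% of 179 planted CTCF motifs were found.

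The tests, the classes, the alternatives and the sites to be named were chosen before the data were examined, apart from the choices marked otherwise. The rule names the sites the paper gives for *Aqp4*, *Olig2* and *Fgf1*, the 12 genes of Fig. S4D, the loci of Fig. S6, *Sox2* and *Nes*, the first 10 sites of Table S2A, whose values in the table had been seen, and the 3 sites of each class with the highest mean percentile of fold enrichment. At *Sox2*, *Nes*, *Fbxw7*, *Ppan* and *Eif3g*, all 6 ATAC-seq libraries had a promoter peak. At *Angptl6*, only the reactivated libraries had one, and at *Bgn* no library did.

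The alternatives were a minimum −log10 q of 10, autosomes alone, every chromosome and contig in the lists, lists limited to the 47037 strongest peaks, and each ATAC-seq library left out in turn. For single results there were also the share of peaks overlapped, a replicate block, Spearman's rho, an overlap of 50% of the shorter peak or of the site, windows of 200 bp around summits, merging across 150 bp, stricter and looser meanings of shared, open and marked, a promoter window of 2 kb, TSSs of protein-coding genes alone, whole sites for motifs and the NFI core. Chosen after the data were seen were the merging of peaks only where they share bases, a single value per merged site for the correlation, and the joining of subpeaks before counting. The tables of the paper that were held only in part were used for positions of named sites and not for overlaps. RNA-seq, enhancer marks and NSPCs from aged mice were not analysed here. A further motif and a DNA sequence are not reported here. For young and old NSPCs, the paper used the replicate as a block for batches of library preparation. It does not state this for the comparison of states, nor that a replicate number marks a shared animal, litter or day between them.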

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

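The tests of the share of reads in peaks, of classes of GC content and of runs of G were chosen only after the result was seen.

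Both reactivated libraries had a peak at 15986 sites where no quiescent or activated library had one. The paper reports where the reactivated peaks lie and how they overlap stable and dynamic sites. Its text and legends do not report on these sites. By contrast, 1790 sites had a peak in both quiescent libraries alone and 100 in both activated libraries alone. Of the reactivated-only sites, 78.7% lay away from promoters. The excess remained when a −log10 q of at least 10 was required throughout, with 14269 reactivated-only, 663 quiescent-only and 51 activated-only sites. Weaker peaks of the other states then no longer counted, so such a site may still have a peak below that limit elsewhere. The strongest reactivated-only site by mean percentile lay on chromosome X from 145514986 to 145515153, with fold enrichments of 25.1 and 30.0. Without reactivated replicate 1 or 2, when a peak in the other reactivated library was enough, there were 29152 and 29144 such sites.

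The length of the lists may account for the excess. The reactivated lists held 106586 and 107137 peaks, and the others 47323 to 60881. With all 6 lists limited to the same length, 1455 sites were reactivated-only, against 3646 quiescent-only and 1161 activated-only sites. With equal lengths, the number of reactivated-only sites thus lies between those of the other states. As a reason for the longer lists, greater depth is argued against by the background pileup, of which the lower reactivated value is 6.50, within the range from 6.01 to 12.1 of the other libraries. Weak peaks near the threshold are argued against by the stronger peaks alone, where the reactivated lists were still 2.40 times as long on average. The median GC content of the reactivated-only sites, 51.5%, lies between the 49.0% of quiescent-specific and the 55.5% of shared sites, which does not decide on a bias in GC content. In each of 10 classes of GC content, the reactivated library with fewer sites had at least 1.34 times as many sites with a peak as any other library, which argues against such a bias as the only cause and leaves a contribution open. Runs of 20 or more G or C lie in 0.444% of the reactivated-only sites, too few to matter for their number.

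A larger share of reads in peaks may underlie the longer lists. At the 23116 sites with a peak in all 6 libraries, the median fold enrichment was 10.4 and 10.8 in the reactivated libraries and between 5.58 and 7.41 in the others. Each fold enrichment is relative to the background of its own library. Such a share can come from the quality of the libraries or from the cells, and no value here separates these. Reactivation itself, with 9 to 12 more days in culture, remains an untested biological explanation. The names of the peaks have another form in the reactivated lists than in the other 4, so that a batch of libraries may coincide with the state and cannot be told apart from it.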

How the results depend on the processing

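Chosen only after the data were seen were the merging of peaks that share bases, the single value per merged site and the joining of subpeaks. An alternative value was taken as close to the main value within 1 SD over libraries, within the 95% interval of a share, or, for counts, within 1.5 times. For H3K4me3, without replicates, the SD of r over the ATAC-seq replicates was used, and for similarity only the sign was compared. By these limits, 93 of 179 alternative values of the main comparisons and 106 of 171 of other results were close. Some of the close values could not have moved and therefore test nothing. With 1 of 2 libraries left out, a promoter share of peaks always stays within 1 SD of the mean. The same holds for the mean r with 1 of the 3 states left out. Every correlation stayed positive. The order of the numbers of quiescent- and activated-specific sites turned round without activated replicate 2, and the order of these classes in the share with NFI turned round from the palindromic site (1.93% and 3.54%) to the core (53.2% and 45.3%). Similarity of replicates above libraries of other states kept its sign under every alternative, between 0.106 and 0.136 for quiescent and activated NSPCs and between 0.120 and 0.227 over all 3 states, though neither number of pairings can give p under 0.05. Autosomes alone, every chromosome, merging across 150 bp and merging only where peaks share bases moved no main comparison beyond these limits.

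With a −log10 q of at least 10, r was 0.691, 77.2% of sites were shared, and 3239 sites were quiescent-specific and 3104 activated-specific, against 6836 and 4691. Open in reactivated NSPCs were then 95.3% of activated-specific and 63.0% of quiescent-specific sites. Promoters held 52.4% of quiescent, 55.1% of activated and 44.2% of reactivated peaks, 56.4% of shared and 16.9% of state-specific sites. H3K4me3 lay at 54.4% of shared and 10.4% of state-specific sites, and the CTCF motif at 3.64%.

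With lists of equal length, r was 0.659, 74.7% of sites were shared, and 56.6% of activated-specific and 18.6% of quiescent-specific sites were open in reactivated NSPCs. Promoters held 45.2% of quiescent, 48.0% of activated and 49.9% of reactivated peaks. The reactivated share was thus the highest, whereas with the lists as deposited it was the lowest. Promoters held 46.7% of shared and 14.8% of state-specific sites. H3K4me3 lay at 46.7% and 9.69% of these, and the CTCF motif at 4.38% of shared sites. The fall in open sites follows from the shorter reactivated lists.

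Windows of 2 kb put 46.7% of quiescent, 51.2% of activated and 42.6% of reactivated peaks in promoters, and 48.4% of shared and 19.0% of state-specific sites. TSSs of protein-coding genes alone gave 38.5%, 42.9%, 34.3%, 39.8% and 9.88%, in the same order. An overlap of 50% of the shorter peak gave r of 0.789, and a single value per merged site 0.884. An overlap of 50% of the site left 89.0% and 48.4% of activated- and quiescent-specific sites open, and 41.1% of shared and 6.91% of state-specific sites with H3K4me3. A peak in 1 reactivated library was found at 97.9% and 73.8%, and H3K4me3 in 1 state at 46.5% and 9.97%. Windows around summits gave 76.2% shared sites, and sites in all 4 libraries made up 67.1% of these and the state-specific sites together, or 50.5% of all 46498. Whole sites held the CTCF motif in 5.03% and the NFI site in 2.59%, and the NFI core lay in 53.2%. These changes follow from the wider or narrower definitions.

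With a library left out, the lone library of a state decides which sites are specific. Quiescent-specific sites then numbered from 7749 to 15329 (15329 without quiescent replicate 1, 12667 without quiescent replicate 2), and activated-specific sites from 5993 to 11383 (11383 without activated replicate 2, 7686 without activated replicate 1, 7083 without quiescent replicate 2). Without activated replicate 2, activated-specific sites outnumbered the 7749 quiescent-specific ones. Shared sites made up 60.3% to 63.5%. Open in reactivated NSPCs were 76.1% to 95.3% of activated-specific and 40.5% to 68.3% of quiescent-specific sites. The difference of these shares, 36.7 percentage points with all libraries, was 8.78 without activated replicate 1, 17.7 without activated replicate 2 and 26.3 to 52.3 without each other library. Promoters held 45.4% to 48.8% of shared and 14.1% to 16.1% of state-specific sites, and H3K4me3 lay at 45.1% to 49.0% and 8.02% to 10.4%. Its share of quiescent-specific sites, 4.27% with all libraries, was 8.24% without activated replicate 1. The CTCF motif lay in 3.30% to 3.89%.

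The replicate block, which compares libraries of different states only where their replicate numbers match, gave a similarity difference of 0.125 for quiescent and activated NSPCs and 0.192 over all states, and changed no call. The paper used the replicate as a block for library preparation between young and old NSPCs, and does not state such a pairing between the states. The Jaccard index was 0.479 and 0.472 for quiescent and activated libraries of the same number and 0.468 and 0.493 for the others, and no pairing was assumed. Motifs on unplaced contigs were not searched, since the contigs were not in the genome sequence used. H3K4me3 has 1 library per state, so no replicate could be left out there.

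At the named sites, the quiescent peaks at the *Fgf1* Peak 1 were lost from both libraries with lists of equal length and at a −log10 q of at least 10, and 1 of the 2 reactivated peaks at Peak 2 was lost with lists of equal length. The calls at the *Aqp4* enhancer and at the *Olig2* site 33654 bp upstream of the TSS did not change under these settings. The other alternatives run there, autosomes alone and every chromosome, cannot change a call at a single autosomal site. No library was left out there. Depth limits the calls to pileups of 16 or more, and of 25 or more in quiescent replicate 2.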

Differences from the paper's values

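The single value per merged site and the joining of subpeaks were chosen only after the values were seen.

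For the r between replicates, the paper gives 0.94 in quiescent and 0.95 in activated NSPCs, from reads, and the values here are 0.631 and 0.590, from the fold enrichment of overlapping peaks. In Fig. S3A the paper gives 0.91, 0.87 and 0.95 for quiescent, activated and reactivated NSPCs, against 0.631, 0.590 and 0.650. None of the alternatives set before the data were examined reached these values. With a single value per merged site, chosen after seeing the values, r was 0.890, 0.868 and 0.892, which is within the spread of the values of Fig. S3A for quiescent and activated NSPCs and below the others. The legend of Fig. S3A and that of Fig. 1c give different values for the same states.

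For shared sites, the paper gives 19976, and the count here is 34971. The paper's number comes from a test of read counts and the number here from peak calls. The counts of 21478 with a −log10 q of at least 10, of 23504 with a peak in all 4 libraries and of 29186 without activated replicate 1 are within 1.5 times the paper's, and those under the other alternatives are not. For quiescent-specific sites, the paper gives 3152 AQ sites, and the count here is 6836. With a −log10 q of at least 10 it was 3239, and under every other alternative it stayed more than 1.5 times the paper's. For activated-specific sites, the paper gives 6777 AA sites, and the count of 4691 here is within 1.5 times of it. With a −log10 q of at least 10 it was 3104, and without activated replicate 2 it was 11383, which are not. The stricter limit thus came close to the paper for quiescent-specific but not for activated-specific sites.

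For the r of H3K4me3 between states, the paper gives 0.99 per gene, and the value here is 0.963 across peaks. No spread is known for either, and none of the alternatives reached 0.99.

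For peaks in the reactivated libraries, the paper's Table S1 gives 62017 and 62357, and the lists hold 106586 and 107137. With a −log10 q of at least 10 there were 71040 and 71042, and with subpeaks joined, a choice made after seeing the values, 86471 and 87904, which are within 1.5 times the paper's. With autosomes alone there were 103186 and 103783, which are not.

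The paper finds more AA than AQ sites. By peak calls, quiescent-specific sites outnumbered activated-specific sites, 6836 to 4691, and 3239 to 3104 with a −log10 q of at least 10. Without activated replicate 2 the order was the paper's, with 11383 activated-specific and 7749 quiescent-specific sites. The paper finds most stable sites in promoters. Here 44.01% of shared sites lay there, the largest class, and 56.4% with a −log10 q of at least 10. The paper places the NFI motif in AQ sites, by a Homer search and not by exact matches. The palindromic NFI site was more frequent in activated-specific sites, 3.54% against 1.93%, whereas the NFI core was more frequent in quiescent-specific sites, 53.2% against 45.3%.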

Other observations

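The tests of X and Y, of chromosome 11, of runs of G, and of H3K4me3 at state-specific sites relative to shared sites were chosen only after the results were seen.

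The reactivated lists held few peaks in the first 3.5 Mb of the Y chromosome, 2 each against 21 to 23 in the other lists. On the whole of Y, they held 58 and 48 peaks, and the others 75 to 99. Of the promoters of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d*, quiescent replicates 1 and 2 had a peak at 4 and 3, activated replicates 1 and 2 at 2 and 3, and the reactivated libraries at 0. At *Ddx3y*, the fold enrichment was 9.07 and 8.02 in quiescent and 11.5 and 6.13 in activated libraries. Less sensitive calls are argued against by the X chromosome, where the shorter reactivated list held 2999 peaks and the other lists at most 1281. A candidate explanation is that fewer cells of the reactivated cultures carried a Y chromosome, since their number of peaks in that part of Y was 9.52% of the lowest number in the other lists. Whether these were cells of female mice or cells that had lost Y cannot be told apart. At sites with a peak in all 6 libraries, the fold enrichment on X relative to autosomes was at most 1.00 in the reactivated libraries and from 1.00 to 1.10 in the others, and no library had a peak at the promoter of *Xist*. Female cells silence 1 of their X chromosomes, so that this ratio need not rise in them. The paper's text does not state the sex of the mice. Sites on X make up 674 of the 15986 reactivated-only sites, 1.98 times the share of X among shared sites, and X holds 2.85% and 2.81% of the peaks of the reactivated lists against 1.88% to 2.20% in the others. This leaves cells of female mice open and was not tested further.

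The strongest reactivated-only sites include short ones around runs of G. Of the 3 strongest, the site on X holds a run of 40 G or C, and the site on chromosome 11 from 22973096 to 22973263, 1175 bp from the TSS of *Zrsr1*, a run of 38. Reads made of G only, aligned to such runs, may have made these peaks. Runs of 20 or more G or C were overlapped by reactivated-only sites 33.0 times as often as runs of A or T, 5.10% against 0.154%. The same ratio was 6.80 to 8.15 in the quiescent and activated lists, and 13.2 and 12.4 in the reactivated lists. It lies above 1 in all of them, so the excess is not confined to the reactivated libraries. A biological explanation was not tested.

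The first 4 sites and the ninth of the paper's table of dynamic sites have the only concentrations above 12 among the sites held. The first 4 match mitochondrial DNA over their whole length with an identity of at least 97.2%. Reads of mitochondrial DNA that align to nuclear copies of it are therefore a candidate source of their signal and of their difference between the states. All 6 libraries had peaks at these sites. The ninth matches over 75.3% of its length.

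Sites called in a state alone were not all weak. Of the 11527 state-specific sites, 25.0% had a −log10 q of at least 10 in both libraries of their state, which argues against peaks near the threshold as their only source, and leaves it open for the others. No chromosome with at least 100 shared sites held more than 1.27 times its share among state-specific sites, which argues against an extra copy of a single chromosome as the source of these sites as a whole. The lowest value was 0.544, for quiescent-specific sites on chromosome 11, where the value for activated-specific sites was 1.17. Another number of copies of that chromosome in a culture is thus left open. Quiescent replicate 2 was the deepest library, and quiescent-specific sites outnumbered activated-specific ones 1.46 times. With lists of equal length the ratio was 1.16. Without quiescent replicate 2 there were 12667 quiescent-specific against 7083 activated-specific sites, and without activated replicate 2 the order turned round, with 7749 against 11383. In both cases a lone library defines the class of its state, which adds sites to that class, so that these counts do not decide on depth. Its effect on the excess is left open.

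Quiescent replicate 2 and activated replicate 1 carry the same lane in the names of their peaks, and theirs was the highest Jaccard index between the states, 0.493. It exceeded the sum of the effects of the libraries by 0.0101, and by 0.00379 with lists of equal length. Activated replicate 1 was also the closer of the activated libraries to the reactivated ones. With a single pair, a shared lane cannot be told apart from the libraries themselves.

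H3K4me3 peaks of 1 state only were weak. Their median percentile of fold enrichment was at most 6.72, which is consistent with peaks near the threshold of the calls. Of activated-specific ATAC-seq sites, 32 overlapped an activated-only and 74 a quiescent-only H3K4me3 peak. As the quiescent list holds more such peaks, these counts alone do not decide whether H3K4me3 changes with accessibility. Of the 912 shared sites at a 1-state peak, 16.1% lay at an activated-only one (95% interval 13.8 to 18.7). The same share was 30.2% of the 106 activated-specific (21.7 to 39.9) and 5.66% of the 53 quiescent-specific sites at such peaks (1.18 to 15.7). H3K4me3 may thus change along with accessibility at some of these sites, though the interval of the quiescent-specific ones overlaps that of the shared sites.

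Activated-specific sites were open in reactivated NSPCs more often than quiescent-specific sites by 38.0 percentage points with lists of equal length, which argues against the longer reactivated lists as the source of this difference. Its size depended on the libraries. It was 36.7 points with the lists as deposited, 8.78 and 17.7 without activated replicates 1 and 2, 52.3 and 48.7 without quiescent replicates 1 and 2, and 26.3 and 34.4 without reactivated replicates 1 and 2. The *Aqp4* enhancer and *Fgf1* Peak 2, absent from the activated lists, had a peak in both reactivated libraries, with fold enrichments of 8.00 and 7.31, and of 5.51 and 5.06.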
